# Progression of diabetes is associated with changes in the ileal transcriptome and ileal‐colon morphology in the UC Davis Type 2 Diabetes Mellitus rat

**DOI:** 10.14814/phy2.15102

**Published:** 2021-11-21

**Authors:** Brian D. Piccolo, James L. Graham, Ping Kang, Christopher E. Randolph, Kartik Shankar, Laxmi Yeruva, Renee Fox, Michael S. Robeson, Becky Moody, Tanya LeRoith, Kimber L. Stanhope, Sean H. Adams, Peter J. Havel

**Keywords:** crypt, diabetes, microbiome, RNA‐seq, UCD‐T2DM rat, villi

## Abstract

Deterioration in glucose homeostasis has been associated with intestinal dysbiosis, but it is not known how metabolic dysregulation alters the gastrointestinal environment. We investigated how the progression of diabetes alters ileal and colonic epithelial mucosal structure, microbial abundance, and transcript expression in the University of California Davis Type 2 Diabetes Mellitus (UCD‐T2DM) rat model. Male UCD‐T2DM rats (age ~170 days) were included if <1‐month (*n* = 6, D1M) or 3‐month (*n* = 6, D3M) post‐onset of diabetes. Younger nondiabetic UCD‐T2DM rats were included as a nondiabetic comparison (*n* = 6, ND, age ~70 days). Ileum villi height/crypt depths and colon crypt depths were assessed by histology. Microbial abundance of colon content was measured with 16S rRNA sequencing. Ileum and colon transcriptional abundances were analyzed using RNA sequencing. Ileum villi height and crypt depth were greater in D3M rats compared to ND. Colon crypt depth was greatest in D3M rats compared to both ND and D1M rats. Colon abundances of *Akkermansia* and Muribaculaceae were lower in D3M rats relative to D1M, while *Oscillospirales*, *Phascolarctobacterium*, and an unidentified genus of Lachnospiraceae were higher. Only two transcripts were altered by diabetes advancement within the colon; however, 2039 ileal transcripts were altered. Only colonic abundances of *Sptlc3*, *Enpp7*, *Slc7a15*, and *Kctd14* had more than twofold changes between D1M and D3M rats. The advancement of diabetes in the UCD‐T2DM rat results in a trophic effect on the mucosal epithelia and was associated with regulation of gastrointestinal tract RNA expression, which appears more pronounced in the ileum relative to the colon.

## 1 INTRODUCTION

Type 2 Diabetes Mellitus (T2DM) is intrinsically linked to both genetic predisposition and to lifestyle factors that promote fat deposition, and it is thought that T2DM can be prevented or treated with diet and physical activity changes (Kolb & Martin, 2017). Still, understanding the etiology and symptoms of T2DM is key to developing strategies for early diagnosis, management, and mitigation of complications.

Considerable attention has been focused on the co‐morbidities of T2DM including cardiovascular disease, obesity, hyperlipidemia, and chronic kidney disease, since these contribute to the greatest disability and mortality associated with T2DM (Iglay et al., 2016); however, there are several other complications of T2DM that are not fully understood. For example, T2DM is associated with several gastrointestinal disorders, including gastroparesis and enteral neuropathy (Boaz et al., 2011; Quan et al., 2008), both of which can manifest clinically as diarrhea, constipation, and/or fecal incontinence (Krishnan et al., 2013). These complications can result in a lower quality of life and in some cases, social fear or embarrassment (Woodhouse et al., 2017). While the mechanisms underlying the clinical manifestations have yet to be clearly elucidated, the pathogenesis of gastrointestinal comorbidities associated with diabetes are likely a result of oxidative stress, neuropathy, and changes in the biomechanical properties of the intestine (Du et al., 2018). More recently, T2DM has also been associated with dysbiosis of the gut microbiome (Karlsson et al., 2013; Qin et al., 2012) and others have speculated that the gut dysbiosis associated with obesity may contribute to insulin resistance (Cani et al., 2007, 2008). Despite evidence for an association between T2DM and alimentary tract dysfunction, availability of literature describing alterations in the morphology and phenotype of the gastrointestinal tract during the progression of T2DM is quite limited. Furthermore, it can be difficult to deconvolute the direct effects of T2DM itself and the poor quality dietary patterns that can often accompany the development of the disease.

Several reports have noted histomorphometric remodeling in both small and large intestines from both genetic and experimentally induced animal models of diabetes (Bhor et al., 2004). Results have generally been consistent, with increased mucosal thickness, intestinal wall stiffening, and expansion of intestinal villi (Adachi et al., 2003; Chen et al., 2012). Other modifications of gastrointestinal cells have been observed, including an increase in inflammation (Ding et al., 2010) and gut permeability (Cani et al., 2008). Many of these studies have been done in chemically induced diabetic animal models, which does not account for the polygenic origin of type 2 diabetes. We have recently observed changes in the cecal microbiome and metabolome in the UC Davis Type 2 Diabetes Mellitus (UCD‐T2DM) rat model, coincident with diabetes progression (Piccolo et al., 2018). The UCD‐T2DM rat spontaneously develops overt diabetes while consuming a standard chow diet and possesses a number of clinical features that more closely model human T2DM than other rodent models of the disease. For example, UCD‐T2DM rats have intact leptin signaling, develop diabetes in both sexes, and females maintain their fertility (Cummings et al., 2008). As no dietary intervention is required to initiate diabetes in this model, it was hypothesized that the observed changes in the cecal microbiome are likely driven by diabetes‐related alterations to the gastrointestinal environment (Piccolo et al., 2018). Hansen et al. previously described mucosal hypertrophy in jejunal and ileal segments after ileal–jejunal transposition surgery in 3.5 month old UCD‐T2DM rats (Hansen et al., 2014); however, histomorphometric alterations related to the advancement of diabetes has not been documented in this model. Thus, our aim in this study was to determine how advanced diabetes contributes to dysbiosis of the gastrointestinal tract of UCD‐T2DM rats.

## 2 METHODS

### 2.1 Rats

Male UCD‐T2DM rats ~170‐day old that were either recently diagnosed with diabetes (D1M; *n* = 6; nonfasting blood glucose > 300 mg/dl for two consecutive weeks) or had untreated diabetes for 3 months (D3M, *n* = 6) were included in this study. The UCD‐T2DM rat colony has been maintained at the animal facility in the Department of Nutrition at UC Davis for >15 years and are maintained on a 14:10 h light–dark cycle with ad libitum access to standard chow (2018 Telkad Global; Harlan Laboratories). The UCD‐T2DM rat model has no genetically similar control, therefore, UCD‐T2DM rats without diabetes were also sampled as a nondiabetic controls (*n* = 6; ~70 days old) for comparison with the diabetic animals. Rats were euthanized after a 13 h fast by exsanguination following a 200 mg/kg intraperitoneal injection of pentobarbital sodium. All animal protocols were approved by the Institutional Animal Care and Use Committee of the University of California Davis (protocol 20092).

### 2.2 Intestinal samples

Immediately following euthanasia, the entire gastrointestinal tract from the duodenum to the rectum was dissected, removed, weighed, and then placed on a sterile tray on ice. The length of the gastrointestinal tract was measured and then the distal ileum and proximal colon were collected. Two‐centimeter sections of ileum and colon samples were placed in 10% formalin for histomorphometric analysis. An additional 2 cm section of ileum and colon tissue were placed in a conical tube and immediately flash frozen in liquid nitrogen. Frozen tissues were moved to −70°C for storage until analysis.

### 2.3 Histology

Formalin‐fixed tissues were cut, paraffin‐embedded, and 6‐μm thick sections were processed for staining with hematoxylin and eosin (H and E). Transversely oriented tissue sections were examined at 40× magnification using a Nikon Eclipse Ti2 microscope. Images of whole tissue sections were captured at 40× using Nikon NIS‐Elements software (version 5.21.02). ImageScope (version 12.1.0.5029; Aperio Technologies) software was used to measure the ileal villus height, crypt density, and colon granular muscularis.

### 2.4 Real‐time polymerase chain reaction

RNA was extracted from whole ileum and colon tissues using TRIzol reagent and total RNA was isolated using RNAeasy mini columns (Qiagen) following the manufacturer's instructions. Total RNA (1 μg) was reverse transcribed using the iScript cDNA synthesis kit (Bio‐Rad). Real‐time polymerase chain reaction (rtPCR) was performed using an ABI Prism 7500 Fast instrument. Relative amounts of mRNA were quantified using the delta delta cycle threshold (ddCT) quantification method (Livak & Schmittgen, 2001) and normalized to the expression of Ribosomal protein L13A (Rpl13a) mRNA (Jonge et al., 2007). Gene‐specific primers were designed with Primer Express Software (Table 1).

**TABLE 1:** Primer sequences used for real time PCR

Gene	Forward	Reverse
Cldn1	CTGTGGTAGAACAAAAGCAAGCA	AAAGGCTTCCCTCCTG TACTCA
Cldn3	TCTGCTTGCTAGGCTGGAAGA	TTGTCCATTCGACTTGGACAGT
Cldn4	CCTTTCCCATACGGTCTTGCT	TGGACAAGGGTAGGGAATTCAG
Cldn5	GGACTTGACCGACCTTTTCTTCT	GGAACTGTTAGCGGCAGTTTG
Cldn8	ATGACTCCCTGCTGGCTCTTAG	GAGGATGGCTGTCATGAAAGC
Cldn12	TAGCCTGGACTCTGGGAATTCA	TCTCTCTCCTATCTCGCCCATT
Ocln	GACATCAGCCATGTCTGTGAGG	CGCCATACATGTCATTGCTTG
Il1a	GGCCATAGCCCATGATTTAGAA	CCTGCTTGACGATCCTTATCAAT
Pai1	TTCATGCCCCACTTCTTCAAG	CTCTCCACCCAGTCGTTGATG
Rpl13a	GGATCCCTCCACCCTATGACA	ACGCCCCAGGTAAGCAAACT

### 2.5 RNA‐seq analysis

Sequence ready cDNA libraries were prepared using total RNA from ileum and colon tissue using the Illumina TruSeq stranded mRNA Sample Prep kit, following the manufacturer's protocol. RNA samples were randomized and re‐assigned labels prior to library prep. Poly‐A containing mRNA was selected using oligo‐dt attached magnetic beads and then converted to first strand cDNA using reverse transcription and random primers. A second strand was then synthesized to produce double stranded cDNA, followed by fragmenting and end repair. A single ‘A’ nucleotide was added to the 3′ ends of the cDNA allowing the ligation of unique index adapters. The cDNA libraries were PCR enriched and then checked for fragment size and concentration using an Agilent Bioanalyzer and a Thermofisher Qubit fluorometer. Libraries were normalized by molarity and samples were pooled at 4 nM. The pooled libraries were denatured and diluted to a concentration of 1.8 pM prior to sequencing. RNA sequencing was performed using an Illumina NextSeq 500 series sequencer. Generated raw data were uploaded in real time to the Illumina BaseSpace Squencing Hub for binar base call (BCL) to FastQ file conversion. Data analysis was performed via alignment of high‐quality reads using spliced transcripts alignment to a reference (STAR). Resulting read alignments for each sample were imported in Seqmonk for gene level quantification as counts mapping to annotated genes. RNA‐seq data were deposited to the Gene Expression Ominbus repository (GEO181275). Gene counts were imported into R for differential expression analysis.

### 2.6 16S rRNA amplicon sequencing

Bacterial DNA was isolated from ileum and colon contents (0.1–0.3 g) using the DNeasy PowerSoil HTP 96 Kit (Qiagen) following the manufacturer's instructions. Following the methods of Kozich et al., extracted DNA (50 ng) was used for amplification of the variable region 4 (V4) of the 16S rRNA gene using 515F/806R primers via PCR. Pooled amplicons were then paired‐end sequenced (2 × 250 bp) using an Illumina MiSeq with ~30% of PhiX DNA. Barcodes were extracted from the I1 and I2 fastq files using the extract_barcodes.py function in QIIME1 (v1.9.1) and then data were imported and demultiplexed in QIIME2 (Bolyen et al., 2019). Pseudo and pooled arguments were selected for pooling‐ and chimera‐methods. All other DADA2 settings were set to default. Taxonomic assignment was assessed using a RESCRIPt prepared Naïve Bayes classifier for the V4 hyper variable regions, that is, the silva‐138‐99‐515‐806‐nb‐classifier (Bokulich et al., 2018; Robeson et al., 2020). Phylogenetic trees were constructed using the RAxML rapid bootstrap procedure (Stamatakis et al., 2008). Microbial sequencing data have been deposited at the Sequencing Read Archive, accession number PRJNA743666. Data are reported as amplicon sequence variant (ASV) counts. Count table, taxonomy table, and phylogenetic tree were all created in QIIME2 and then exported to the R Statistical Language for further analysis.

### 2.7 Statistical analysis

All statistical analyses, figures, and tables were conducted in the R Statistical Language (version >4.0.3). Statistical significance for non‐omics data was set at *α* < 0.05. Age parameters, body weight, blood glucose, and colon length measurements had non‐normal distribution based on Shapiro–Wilk tests, and were assessed for group differences using a Kruskal–Wallis test followed by Dunn's test of multiple comparisons using rank sums. Histological data had a normal distribution and were assessed with ANOVA followed by Tukey's honest significance difference (HSD) test. Linear or polynomial trends in histological data were assessed with specific contrasts. Beta‐diversity was assessed with Bray–Curtis Dissimilarities and Unweighted Unifrac Distances, and visualized with Principal Co‐ordinate Analysis (PCoA). Group differences in beta‐diversity were determined with permutational multivariate ANOVA (PERMANOVA) with 999 permutations. Pairwise assessment of individual taxa was conducted at the genus level using negative binomial generalized linear models (Love et al., 2014). Differential analysis of RNA‐seq data was performed using the edgeR pipeline (McCarthy et al., 2012; Robinson et al., 2010). *p*‐values obtained from sequencing data analyses were corrected for multiple comparisons using the Benjamini and Hochberg (1995) method and considered significant at false discovery rate (FDR) < 0.05. Pathway analysis on significant transcripts was conducted using the DAVID Bioinformatics Resource 6.8 (Huang et al., 2009, 2009). Correlations between ASVs and transcripts were assessed with Spearman's correlations.

## 3 RESULTS

Characteristics of the rats included in this study are presented in Table 2. 

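The UCD-T2DM rat is a polygenic model in which type 2 diabetes arises spontaneously. Age, age at onset, days with diabetes, body weight, fasting blood glucose and colon length of the 18 male rats (6 ND, 6 D1M and 6 D3M) were taken from the records deposited with the RNA-seq libraries. Each rat gave an ileum and a colon library, and in 0 of the 18 rats did the values recorded with the 2 libraries differ. Groups were compared here by a two-sided exact permutation test of the difference in means over all relabellings of 6 rats against 6, which gives a smallest p of 0.0022. The p-values of a trait were adjusted by the method of Benjamini and Hochberg over its comparisons. The paper states that these traits were assessed with a Kruskal–Wallis test followed by Dunn's test, which were not run here.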

The age of D1M and D3M rats at sacrifice differed by ~3 days, but the difference in total days diagnosed with diabetes between D3M and D1M rats was 79 days. 

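At sacrifice D1M rats were 169 ± 1.55 days old (SD, n = 6) and D3M rats 172.3 ± 0.52 days old (SD, n = 6), a difference of 3.33 days (exact permutation test, p = 0.0108). Diabetes had lasted 22.3 ± 0.52 days in D1M rats and 101.3 ± 8.87 days in D3M rats (exact permutation test, p = 0.0022), with individual rats at 22 to 23 days and at 88 to 116 days. Diabetes had begun at an age of 146.7 ± 1.63 days in D1M rats and of 71 ± 8.85 days in D3M rats (SD, n = 6 each). The 2 diabetic groups therefore differed in the age at onset as well as in the duration of diabetes.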

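All 6 ND rats were 70 days old. They were 99 days younger than the mean D1M rat and 102.3 days younger than the mean D3M rat (exact permutation test, adjusted p = 0.0032 for each).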

ND rats were statistically younger than both D1M and D3M rats, as indicated in the methods. Total body weight was greater in D1M and D3M rats relative to ND rats; however, D3M rats had lower total body weight compared with D1M. 

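Body weight was 414.3 ± 16.3 g in ND, 634.2 ± 25.9 g in D1M and 517.5 ± 38.5 g in D3M rats (SD, n = 6 each), and the ranges of the 3 groups did not overlap. D1M rats were 219.8 g and D3M rats 103.2 g heavier than ND rats. D3M rats differed from D1M rats by -116.7 g. Each of these differences had the smallest p that the exact permutation test allows.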

As previously noted, the latter observation indicates weight loss associated with more advanced diabetes in this model (Cummings et al., 2008; Piccolo et al., 2016). 

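D3M rats had a fasting blood glucose of 266.2 ± 67.1 mg/dl and D1M rats of 123.3 ± 34.2 mg/dl (SD, n = 6 each), a ratio of means of 2.16 and a difference of 142.9 mg/dl (exact permutation test, p = 0.0043, adjusted p = 0.0065). Individual D3M rats lay between 165 and 330.6 mg/dl.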

Fasting blood glucose was 2× higher in D3M rats compared with D1M rats. 

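Median fasting glucose was 106.75 mg/dl in D1M rats and 95.75 mg/dl in ND rats, and 5 of the 6 D1M rats were above the ND median. The means differed by 28.6 mg/dl, with ND rats at 94.7 ± 5.87 mg/dl (SD, n = 6; exact permutation test, p = 0.0303). Glucose of D1M rats ranged from 93.6 to 178.6 mg/dl. D3M rats were 171.5 mg/dl above ND rats and every D3M rat exceeded every ND rat.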

While median glucose was higher in D1M rats compared with ND rats, this did not reach statistically significance (*p* = 0.065). 

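The colon measured 22.98 ± 1.15 cm in ND, 26.3 ± 1.3 cm in D1M and 27.6 ± 1.69 cm in D3M rats (SD, n = 6 each). All D1M and all D3M rats had a longer colon than all ND rats. The lengths of D3M and D1M rats overlapped and did not pass the exact permutation test (p = 0.182).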

Colon length was greater in diabetic rats, relative to ND rats. When adjusting for total body weight, D1M rats had smaller colon lengths relative to ND and D3M rats.

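Colon length over body weight was 0.0555 ± 0.00307 cm per g in ND, 0.0415 ± 0.00148 in D1M and 0.0536 ± 0.00596 in D3M rats (SD, n = 6 each). Every D1M rat was below every ND and every D3M rat. D3M and ND rats did not differ in this ratio by the same test (exact permutation test, p = 0.489). Body weight, the divisor, was highest in D1M rats.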

**TABLE 2:** Characteristics of male UC Davis Type 2 Diabetes Mellitus rats^1^

Parameters	ND	D1M	D3M
Age, days	70 (0)^a^	169 (1.6)^b^	172.3 (0.5)^c^
Age of diabetes onset, days		146.7 (1.6)^b^	71 (8.9)^a^
Days with diabetes		22.3 (0.5)^a^	101.3 (8.9)^b^
Body weight, g	414.3 (16.3)^a^	634.2 (25.9)^c^	517.5 (38.5)^b^
Fasting glucose, mg/dl	94.7 (5.9)^a^	123.3 (34.2)^a^	266.2 (67.1)^b^
Colon length, cm	23.0 (1.2)^a^	26.3 (1.3)^b^	27.6 (1.7)^b^
Colon length^2^	0.06 (0)^b^	0.04 (0)^a^	0.05 (0.01)^b^

^1^ UCD‐T2DM rats were non‐diabetic (ND, *n* = 6), had recent diabetes (2‐week post‐onset of diabetes; D1M, *n* = 6), or 3‐month post‐onset of diabetes (D3M, *n* = 6). Means without a common letter differ with the use of Dunn's test of multiple comparisons using rank sums.

^2^ Adjusted for total body weight.

### 3.1 Ileum and colon mucosal structure

Ileal crypt depth was greater in diabetic rats, compared with ND rats (Figure 1A). While ileal crypt depths in D1M and D3M rats were not statistically different from each other, a linear trend following the advancement of diabetes duration was observed (*p* < 0.01). The only statistically significant difference in ileal villi height was observed between ND and D3M (Figure 1A). However, a significant linear trend was observed between the groups with increasing villi height tracking advancement of diabetes duration (*p* < 0.01). Colonic crypt depth was greatest in D3M rats relative to ND and D1M rats (Figure 1B). Similar to observations in the ileum, colonic crypt depth increased linearly as the duration of diabetes advanced (*p* < 0.01).

**FIGURE 1:**
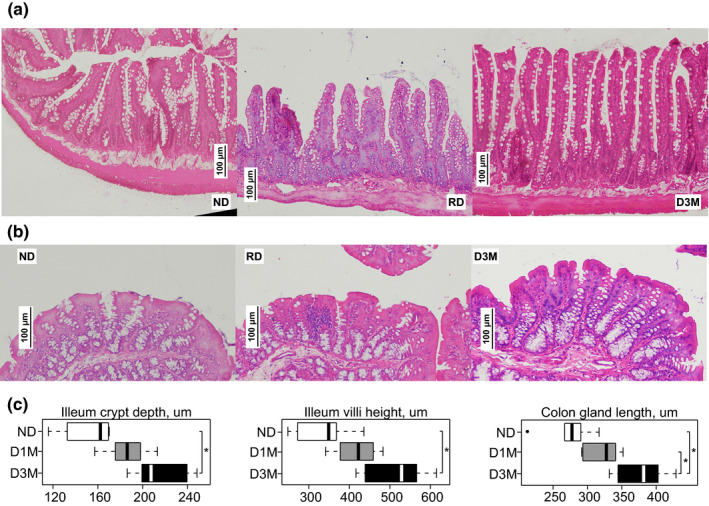
Histomorphometric analysis of (a) ileum and (b) colon epithelia from UC Davis Type 2 Diabetes Mellitus (UCD‐T2DM) rats. Data are median and IQR (c) of UCD‐T2DM rats that are either non‐diabetic (ND, *n* = 6), recent onset of diabetes (D1M, *n* = 6), and 3‐month post‐onset of diabetes (D3M, *n* = 6). Twenty measurements were assessed per slide and then averaged for final estimate. Ileum crypt depth and villi height are indicated in micrometers on x‐axis of boxplots. Colon crypt depth is indicated in micrometers on *x*‐axis of boxplots. Group differences assessed by ANOVA followed by Tukey's honestly significant difference (HSD) test. * indicates statistical significance, *p* < 0.05

### 3.2 Microbiota

Median sample depth of raw sequencing reads was lower in ileal samples relative to colon, irrespective of diabetes status (ileum: median = 6464[IQR = 5206]; colon: 12070[3457]). Two ileum samples and one colon sample failed to sequence (sample depths < 100 counts) and an additional three ileal samples had low depth (<5000 counts); these samples were removed from the analysis. Of the six ileum samples that were removed, three of them were D3M rats. Therefore, ileal samples from D3M rats were kept in non‐supervised ordinations, but were not included in subsequent statistical analyses. Bray–Curtis Dissimilarities clearly separated ileum and colon samples along PC1 (58.2% explained variance) of the PCoA (Figure 2A). When assessing diabetes status within intestinal regions, ND and D1M were significantly different in the ileum (Figure 2A; *p* < 0.01), while D3M separated from both ND and D1M groups in the colon. In the ileum, the *Romboutsia* genus was greater in D1M versus ND rats while the RF39 genus was lower in D1M (Table 3). Colonic genera that differed between ND and either D1M and D3M groups are presented in Table 3. Only five genera differed in the colon between D1M and D3M groups (Figure 2B): *Akkermansia* and Muribaculaceae were lower in D3M rats compared to D1M rats, while Oscillospirales, *Phascolarctobacterium*, and an unidentified genus in the Lachnospiraceae family were greater in D3M rats.

**FIGURE 2:**
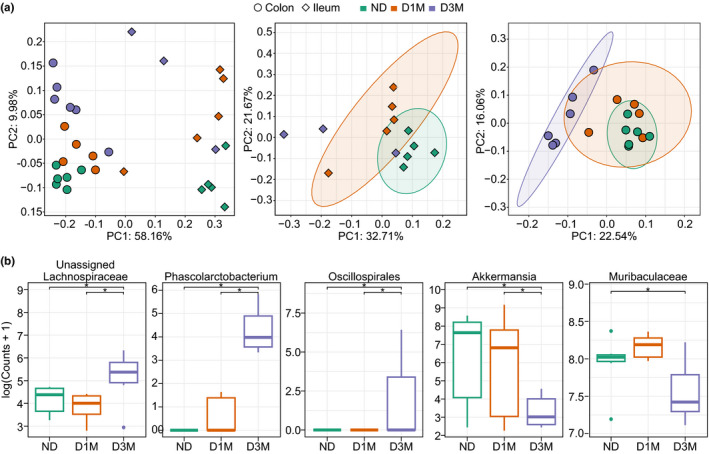
Bacterial community analysis of ileum and colon contents from UC Davis Type 2 Diabetes Mellitus (UCD‐T2DM) rats that were non‐diabetic (ND), 2‐week post‐onset of diabetes (D1M), or 3‐month post‐onset of diabetes (D3M). Beta‐diversity was assessed with Bray–Curtis Dissimilarities and visualized with Principal Co‐ordinate Analysis (PCoA). Statistical significance was determined with permutational multivariate ANOVA, *p* < 0.05. PCoA of (a) all samples, ileum samples, and colon samples. (b) Differential expressed genus taxonomy identified in colon contents. Data are log(read counts + 1). Differential analysis was conducted using the DESeq2 R Bioconductor package. Statistical significance determined with Benjamini and Hochberg corrected *p*‐value at *p*_adjusted_ < 0.05. Ileum sample size: ND = 5, D1M = 5, D3M = 3; Colon sample size: ND = 6, D1M = 5, D3M = 5. Ileum D3M samples included PCoA for visual purposes, but were not included in statistical tests

**TABLE 3:** Differentially abundant amplicon sequence variant (ASV) in ileum and colon contents from male UC Davis Type 2 Diabetes Mellitus (UCD‐T2DM) rats^a^

Phylum	Family	Genus	Base mean^b^	log2 fold difference^c^	*p*_adj_ ^d^	Comparison^e^
Ileum						
Firmicutes	*RF39*	*RF39*	18.5	6.4	0.02	D1M versus ND
Firmicutes	Peptostreptococcaceae	*Romboutsia*	1836.4	−3.6	<0.01	D1M versus ND
Colon						
Firmicutes	Lachnospiraceae		116.9	1.9	0.01	D3M versus ND
Verrucomicrobiota	Akkermansiaceae	*Akkermansia*	1411.1	−5.4	<0.01	D3M versus ND
Firmicutes	Acholeplasmataceae	*Anaeroplasma*	5.0	−5.9	0.03	D3M versus ND
Actinobacteriota	Bifidobacteriaceae	*Bifidobacterium*	697.3	3.3	<0.01	D3M versus ND
Firmicutes	Ruminococcaceae	*CAG‐352*	118.9	25.5	<0.01	D3M versus ND
Firmicutes	*Clostridia_vadinBB60_group*	*Clostridia_vadinBB60_group*	31.2	−5.7	0.01	D3M versus ND
Actinobacteriota	Corynebacteriaceae	*Corynebacterium*	21.1	5.8	0.01	D3M versus ND
Firmicutes	Erysipelotrichaceae	*Dubosiella*	346.0	2.2	0.03	D3M versus ND
Proteobacteria	Enterobacteriaceae	*Escherichia‐Shigella*	59.3	4.8	<0.01	D3M versus ND
Campilobacterota	Helicobacteraceae	*Helicobacter*	10.2	−3.9	0.03	D3M versus ND
Firmicutes	Oscillospiraceae	*Intestinimonas*	61.5	−4.2	0.02	D3M versus ND
Firmicutes	Lachnospiraceae	*Lachnospiraceae_FCS020_group*	3.2	−5.0	0.04	D3M versus ND
Firmicutes	Oscillospiraceae	*NK4A214_group*	42.7	1.7	0.02	D3M versus ND
Firmicutes	Oscillospiraceae	*Oscillibacter*	118.7	2.6	0.01	D3M versus ND
Firmicutes	Oscillospirales	*Oscillospirales*	48.9	24.7	<0.01	D3M versus ND
Bacteroidota	Tannerellaceae	*Parabacteroides*	13.8	−2.4	0.01	D3M versus ND
Firmicutes	Acidaminococcaceae	*Phascolarctobacterium*	39.6	9.4	<0.01	D3M versus ND
Firmicutes	Ruminococcaceae	*Ruminococcaceae*	2.6	−3.6	0.02	D3M versus ND
Firmicutes	Ruminococcaceae	*Ruminococcus*	115.7	−1.5	0.03	D3M versus ND
Firmicutes	Erysipelotrichaceae	*Turicibacter*	38.4	2.1	0.01	D3M versus ND
Firmicutes	Ruminococcaceae	*uncultured*	12.4	−1.2	0.04	D3M versus ND
Bacteroidota	Barnesiellaceae	*Barnesiella*	7.9	−3.3	0.04	D1M versus ND
Actinobacteriota	Bifidobacteriaceae	*Bifidobacterium*	697.3	4.2	<0.01	D1M versus ND
Firmicutes	Ruminococcaceae	*CAG‐352*	118.9	23.2	<0.01	D1M versus ND
Firmicutes	Clostridia_UCG‐014	*Clostridia_UCG‐014*	109.2	3.1	0.03	D1M versus ND
Firmicutes	Erysipelotrichaceae	*Dubosiella*	346.0	2.7	0.03	D1M versus ND
Firmicutes	RF39	*RF39*	61.0	3.4	0.01	D1M versus ND
Firmicutes	Ruminococcaceae	*Ruminococcus*	115.7	−2.7	<0.01	D1M versus ND

^a^ UCD‐T2DM rats were non‐diabetic (ND, *n* = 6), had recent diabetes (2‐week post‐onset of diabetes; D1M, *n* = 6), or 3‐month post‐onset of diabetes (D3M, *n* = 6). Analysis conducted with the DESeq2 R package.

^b^ Normalized counts of all samples adjusting for sequencing depth.

^c^ Effect size estimate.

^d^ Bonferroni and Hochberg corrected *p*‐value.

^e^ Comparison for log twofold difference. Second listed group is the base comparison.

### 3.3 Colonic gap junctions

We first focused our attention to genes associated with gut permeability in the colon since it has been reported that obesity is associated with increased gut permeability and hyperglycemia drives intestinal barrier dysfunction (Cani et al., 2008; Thaiss et al., 2018). However, we did not identify any differences between diabetic groups in the colonic expression of claudins or occludin using rtPCR analysis, nor did we identify differences in a limited set of inflammatory markers (Figure 3A). While there appears to be a large increasing trend in the fold differences of D1M and D3M IL11a levels compared to ND levels, the barplot does not take into account a single outlier in the D3M data (Figure 3B). Based on raw CT values, Cldn3 was the highest expressed claudin gene in the colon, followed by Cldn8, Cldn4, Cldn5, and Cldn1 (Figure 3B).

**FIGURE 3:**
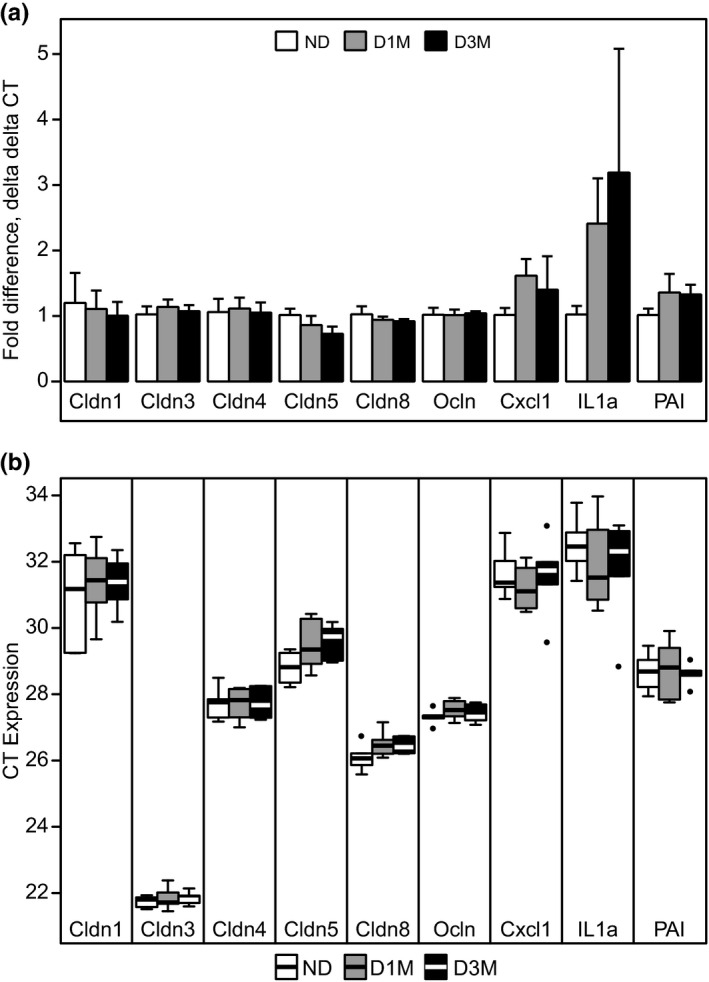
Colon gene expression levels of tight junction and markers of inflammation from UC Davis Type 2 Diabetes Mellitus (UCD‐T2DM) rats that were non‐diabetic (ND, *n* = 6), had recent diabetes (2‐week post‐onset of diabetes; D1M, *n* = 6), or 3‐month post‐onset of diabetes (D3M, *n* = 6). (a) Data are mean and SEM of fold differences using the delta delta CT method. ND rats were considered the control group to calculate delta delta CT. (b) Data are mean and standard error of the mean (SEM) of raw cycle threshold (CT) values. Kruskal–Wallis test was used to assess group differences at *p* < 0.05. No group differences were observed for any gene

### 3.4 Global transcriptome analysis

As there was no evidence of colonic gap junction dysfunction in the gene expression analysis, we then utilized RNAseq to capture a broader range of transcripts that are affected by the advancement of diabetes duration in this model. 

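RNA of whole ileum and colon tissue from the same 18 rats was sequenced as 36 libraries, 6 per group in each tissue. According to the authors, samples were randomized before polyadenylated RNA was made into stranded libraries, which were sequenced on a NextSeq 500 in 3 flow cells, aligned with STAR to the rat genome rn6 and counted per annotated gene in SeqMonk. The deposited table holds raw counts for 24773 genes, called transcripts in the paper. Ileum libraries held 12279059 to 20243293 counts in ND (median 18103422), 12972593 to 21363435 in D1M (median 17252835) and 17918489 to 21510043 in D3M rats (median 20723062). Colon libraries held 11406785 to 17823542 counts in ND (median 15058558), 10024041 to 18299050 in D1M (median 16149233) and 10638599 to 16196015 in D3M rats (median 14261797).

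From these counts, the 18 libraries of each tissue were fitted together with edgeR's quasi-likelihood model, with TMM normalization, the 3 groups and the 3 flow cells as terms and FDR < 0.05 as threshold. The filter on low counts left 13026 transcripts in ileum and 12906 in colon. Levels are given as CPM, counts scaled by the TMM-normalized library size, with their SD over 6 rats, and log2 fold changes as the first group named over the second, with their standard error (SE). The median SE of a log2 fold change between D3M and ND rats was 0.17 in ileum and 0.16 in colon. In simulated data of the same size, a change of 2-fold between D3M and ND was recovered in 60% of transcripts in ileum and 66.2% in colon. A set of 43 gene lists (pathways and cell type markers) was fixed before the data were examined and tested with camera, which compares a list with all other transcripts.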

As expected, RNA expression data clearly separated ileal from colonic tissue (Figure 4A). However, when visualizing within intestinal region, separation between the diabetes groups was not readily apparent by PCA (Figure 4A). Furthermore, evidence of a batch effect was observed in both ileum and colon (Figure 4B,C), thus we performed pairwise comparisons to detect differences between all groups while controlling for batch effects between runs.

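Transcripts that mark each region differed between the tissues, with a median log2 fold change of colon over ileum of -5.01 for the ileal and 2.13 for the colonic identity list. *Fabp6* (ENSRNOG00000003902, chromosome 10 of rn6, 29191623 to 29196563), which encodes the ileal bile acid binding protein, stood at 22746 ± 6872 CPM in ileum and 463 ± 1929 CPM in colon (SD, n = 18 each; log2 fold change of colon over ileum -9.63, SE 1.20). *Car1* (ENSRNOG00000010698, chromosome 2, 88217188 to 88227479), a carbonic anhydrase of the colon epithelium, stood at 324 ± 949 CPM in ileum and 23442 ± 4086 CPM in colon (log2 fold change 8.78, SE 1.03). All 27 measured genes of the ileal identity list were lower in colon, among them the peptide transporter *Slc15a1* (-9.43), the Paneth cell defensin *Defa24* (-9.18) and the amino acid transporter *Slc6a19* (-8.14). Of 18 genes of the colonic identity list, 14 were higher in colon, including *Car2* (7.88) and *Hoxd10* (7.04), while *Krt20*, *Mep1a* and *Slc9a2* were lower and *Slc37a2* did not pass. Colon also had more of 15 of 19 smooth muscle transcripts and less of 16 of 19 transcripts of sugar digestion and absorption.

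In edgeR over all 36 libraries, with group and flow cell as covariates, 5296 of 13697 transcripts were higher and 4724 lower in colon at FDR < 0.05. Camera's adjusted p was 6.1e-13 for the ileal and 0.0019 for the colonic identity list, and adjusted p = 0.463 for each with an estimated correlation. The estimated correlation thus left even the ileal list uncalled, although all 27 of its genes were lower in colon. A list that it leaves uncalled in the group comparisons is therefore undecided by it. The colon library of ND rat K4028 held *Fabp6* at 8162 CPM, against 1.89 to 19.8 CPM in the other 17 colon libraries, and the ileum library of ND rat K4040 held *Car1* at 3864 CPM, against 2.51 to 1485 CPM in the other 17 ileum libraries.

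**Figure D1:**
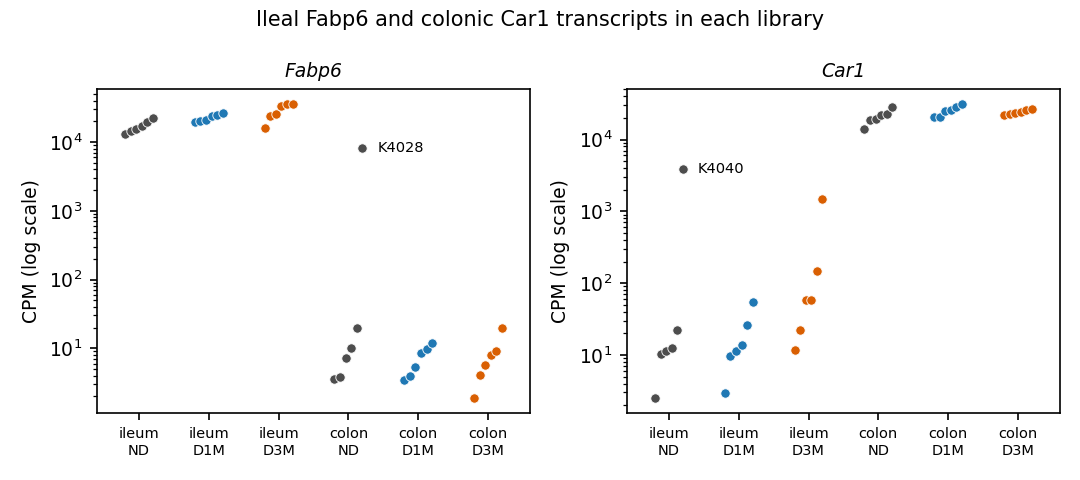
CPM of *Fabp6* and *Car1* on a log axis, with 1 point per library, for ileum and colon of ND, D1M and D3M rats. The colon library of ND rat K4028 lies at 8162 CPM of *Fabp6* and the ileum library of ND rat K4040 at 3864 CPM of *Car1*.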

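Multidimensional scaling was repeated on the 500 transcripts with the largest differences between pairs of libraries. In ileum the first dimension held 34.2% of the variance, and the ranges of ND (-0.53 to 2.00), D1M (-0.89 to 1.64) and D3M rats (-1.38 to 0.90) overlapped. Ileum libraries of ND rats K4028, K4038 and K4047, D1M rats K3986 and K3990 and D3M rat K3959 lay at 0.90 to 2.00. Their B cell score, over 21 transcripts, was 4.15 to 5.51. All other ileum libraries lay at -0.44 or below and had scores of -0.42 to 1.38. In colon the first dimension held 32.2%.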

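Colon libraries of flow cell 2 lay apart from those of flow cell 3 on the first dimension of the scaling (-1.95 to -0.44, against 0.90 to 1.28), while flow cell 1 (-0.51 to 1.0) overlapped both. In flow cell 2, ND rats K4047 and K4048 and D3M rats P762 and K3977 lay lowest (-1.95 to -1.20). Their B cell score, over 15 transcripts in colon, was 3.74 to 5.64. D1M rat K3989 of flow cell 1, at -0.51, had 5.85, and no library of flow cell 3 exceeded 1.63. The other libraries of flow cell 2, with scores of 1.17 to 1.59, lay at -0.72 to -0.44, also apart from flow cell 3. With the groups in the edgeR model, 642 ileal and 1527 colonic transcripts differed between flow cells at FDR < 0.05. The model of these counts held no B cell term. In ileum, ND rats K4038 and K4047 and D1M rat K3986 of flow cell 2 had B cell scores of 4.57 to 5.51, and ND rat K4037 had 0.54. High scores also occurred in flow cell 3 (K4028 at 5.19 and K3990 at 4.63) and in flow cell 1 (K3959 at 4.15).

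Flow cells were spread unevenly over the groups. ND, D1M and D3M rats had 1, 3 and 4 ileum libraries in flow cell 1, 3, 1 and 0 in flow cell 2 and 2 each in flow cell 3. In colon they had 2, 2 and 0 libraries in flow cell 1, 2, 2 and 4 in flow cell 2 and 2 each in flow cell 3. The ileal count was 426 without ND rat K4048, 360, 307 and 419 without D1M rats K3986, K3989 and K3990, and 391 and 308 without D3M rats K3980 and P762. The colonic count was 1014 without ND rat K4037, 904 and 984 without D1M rats K3986 and K3988, and 596 without D3M rat K3961. DESeq2 gave 1433 ileal and 2415 colonic transcripts and voom 1496 and 2974.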

**FIGURE 4:**
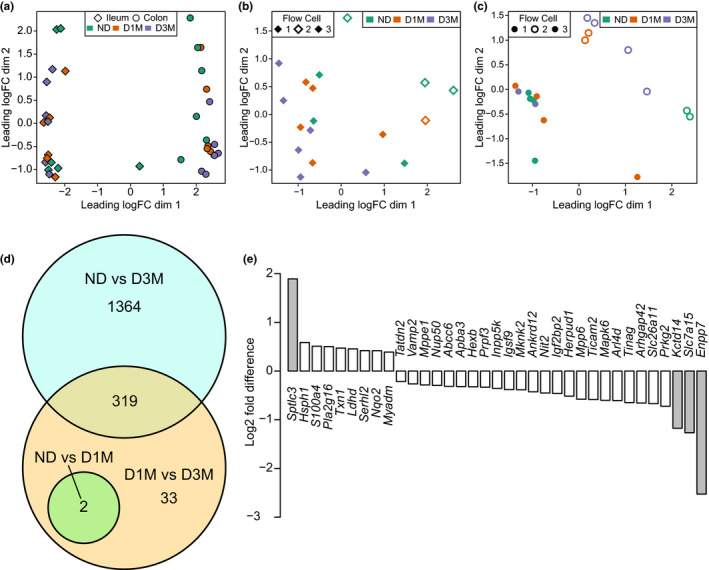
RNA sequencing analysis of ileal and colonic tissues from UC Davis Type 2 Diabetes Mellitus (UCD‐T2DM) rats that were non‐diabetic (ND, *n* = 6), had recent diabetes (2‐week post‐ onset of diabetes; D1M, *n* = 6), or 3‐month post‐onset of diabetes (D3M, *n* = 6). Global transcriptional abundances visualized with multidimensional scaling (MDS) with (a) all samples, (b) ileum samples, and (c) colon samples. Points indicate ileum (diamond) and colon (circles) tissues, colors discriminate rat group (ND: green; D1M: orange; D3M: purple). Differential analysis of RNA transcripts conducted using the edge2 R Bioconductor package. (D) Intersection of pairwise comparisons of ileum transcripts. Statistical significance determined with Benjamini and Hochberg corrected *p*‐value at *p*_adjusted_ < 0.05. (e) RNA transcripts that statistically differ between D1M and D3M rats, but do not intersect with other comparisons. Gray shaded bars indicate RNA transcripts with absolute log2 fold differences > 1

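In colon of D3M rats relative to ND rats, 15 of 43 lists passed camera with its preset correlation and 1 passed fry, while few members passed alone. Of 44 measured transcripts of the cell cycle and DNA replication, 0 passed over all transcripts and 18 were lower and 1 higher when adjusted over the list alone (median log2 fold change -0.46, camera adjusted p = 2.8e-15). Of 15 tuft cell transcripts, 0 passed over all transcripts and 9 were lower when adjusted over the list alone (median -0.80, camera adjusted p = 1.5e-09). All 51 transcripts of oxidative phosphorylation had positive log2 fold changes, with a median of 0.16 (camera adjusted p = 1.5e-11, 0 members passing). Lists of T cells (median -0.89, 5.2e-04) and of mast cells and granulocytes (median -0.65, 4.2e-05) had negative medians, and electrolyte transport a positive one (median 0.21, 2.1e-05). The B cell list, which did not pass camera, had a median of -1.05, and of 1.18 without flow cell 2. With an estimated correlation, none of the 15 lists that passed camera was called: adjusted p = 0.353 for the cell cycle, 0.228 for tuft cells, 0.496 for oxidative phosphorylation and 0.502 for T cells. Ileal RNA in the colon library of ND rat K4028 acts in the direction reported for these 4 lists, whose medians without the 2 libraries that held RNA of the other tissue, an alternative chosen after seeing the data, were -0.39, -0.78, 0.13 and -0.89.

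Among 12906 colonic transcripts, edgeR called 2 between D3M and ND rats, *Col1a1* and *Col3a1*, and 0 between D1M and ND and between D3M and D1M rats. Transcripts with an unadjusted p under 0.05 numbered 1292, 602 and 682 in these comparisons, where 645 are expected by chance. DESeq2 called 72, 11 and 1, and voom 8, 0 and 0. With the D1M libraries left out of the model, edgeR called 315 between D3M and ND rats. Leaving out 1 library gave 4 calls without ND rat K4028, 1 without D1M rat K3978, 10 without D1M rat K3989 and 4 without D3M rat K3980. It gave 0 calls without ND rats K4037, K4040 or K4048, D1M rats K3987 or K3990, or D3M rats K3959, K3961, K3977 or P762.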

Surprisingly, only two colonic transcripts were found to be significantly altered at FDR < 0.05 across all comparisons (Table 4). Log fold difference of colonic collagen type I (and III) alpha 1 chain (*Col1a1* and *Col3a1*) were lower in D3M rats relative to ND. 

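*Col1a1* (ENSRNOG00000003897, chromosome 10 of rn6, 82745801 to 82762789) and *Col3a1* (ENSRNOG00000003357, chromosome 9, 52023295 to 52059217) encode the main chains of fibrillar collagens made by fibroblasts. *Col1a1* stood at 146 ± 29.2 CPM in D3M and 280 ± 71.3 CPM in ND colon (SD, n = 6 each), a log2 fold change of -1.00 (SE 0.14, FDR 0.0317 from edgeR). *Col3a1* stood at 320 ± 61.4 CPM in D3M and 605 ± 153 CPM in ND colon, a log2 fold change of -0.96 (SE 0.15, FDR 0.0345). D1M colon held 175 ± 16.9 CPM of *Col1a1* and 392 ± 29.1 CPM of *Col3a1*. DESeq2 called both against ND (FDR 0.0061 and 0.0187), while in edgeR their log2 fold changes of -0.65 and -0.61 did not pass. Of 51 transcripts of the extracellular matrix, these 2 were lower, 0 were higher and 49 did not pass, with 13 lower when adjusted over the list alone (median -0.29, camera adjusted p = 1.1e-09; adjusted p = 0.363 with an estimated correlation). Of 18 fibroblast transcripts, 3 were lower when adjusted over the list alone (camera adjusted p = 2.1e-05; adjusted p = 0.353 with an estimated correlation).

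For both transcripts the FDR was 0.0834 with flow cell in 2 levels, 0.0551 without a flow cell term and 0.805 without the libraries of flow cell 2, which hold 4 of the 6 D3M colon libraries. Over fits that each left out 1 library, the FDR of *Col1a1* and *Col3a1* was 0.0702 and 0.0702 without ND rat K4037, 0.0568 and 0.0619 without K4040, and 0.156 and 0.156 without K4048. It was 0.0555 and 0.0659 without D1M rat K3987, 0.0548 and 0.0647 without K3990, and for *Col3a1* 0.0505 without K3978. Without D3M rats it was 0.058 and 0.0817 (K3959), 0.145 and 0.145 (K3961), 0.0816 and 0.0816 (K3977), and 0.0541 and 0.0557 (P762). The log2 fold changes in these fits lay between -1.07 and -0.90 for *Col1a1* and between -1.05 and -0.84 for *Col3a1*. From the lower level of both transcripts, the paper proposes that advancing diabetes weakens the structural strength of the colon. It adds that the change could compensate for excess fibrosis. ND rats were 70 and D3M rats 172.3 days old, so this comparison does not separate age from diabetes. Between D3M and D1M rats, of nearly the same age, no colonic transcript passed in edgeR (smallest FDR 0.712). Both transcripts also had negative log2 fold changes in D1M relative to ND rats.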

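Of the further colonic transcripts at the liberal threshold, *Igfbp3*, a binding protein of insulin-like growth factors, stood at 66.3 ± 11.0 CPM in D3M and 151 ± 54.0 CPM in ND colon (SD, n = 6 each), a log2 fold change of -1.20. *Adamts12* (-1.32), a matrix metalloprotease, *Col6a4* (-1.00), a collagen chain, *Sparc* (-0.82), a matrix glycoprotein, and *Cxcl12* (-0.74), a chemokine of stromal cells, were also lower, as were *Gata2* (-1.06), *Pzp* (-1.02), *Aif1l* (-0.95), *Igsf10* (-0.92), *C1qtnf2* (-0.90), *Stmn1* (-0.50) and *Fgfr4* (-0.47). *Gcg*, which encodes proglucagon, the precursor of the glucagon-like peptides, stood at 200 ± 72 CPM in D3M and 114 ± 23.0 CPM in ND colon (log2 fold change 0.70). *Slc6a9* (0.90), *Susd4* (0.83), *Pde9a* (0.81), *Eva1c* (0.78), *Abcc5* (0.57), *Kcne3* (0.49), *Aldh2* (0.46), *Med21* (0.40) and the fucosyltransferase *Fut2* (0.36) were higher.

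At FDR < 0.2, 24 transcripts were called by edgeR, 10 higher and 14 lower in D3M rats, and the 22 that did not pass at 0.05 had an FDR between 0.141 and 0.194. The number at FDR < 0.2 was 4, 3, 2 and 2 without ND rats K4028, K4037, K4047 and K4048, 37, 38, 3 and 943 without D1M rats K3978, K3987, K3988 and K3989, and 2, 2, 10, 11 and 6 without D3M rats K3959, K3961, K3977, K3980 and P762. It was 1979 with the D1M libraries left out of the model, 421 with DESeq2, 906 with voom, 179 with a B cell score as covariate, which was chosen after seeing the data, 37 with flow cell in 2 levels, 41 without a flow cell term and 0 without flow cell 2.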

At a liberal FDR < 0.2, 22 additional colon transcripts were identified as differentially expressed between D3M and ND rats (Table 5). These transcripts were correlated to ASVs from the colon contents and 21 pairwise correlations were identified at FDR < 0.05 (Table S1). We further removed correlations with a high abundance of zeros, which could artificially leverage the direction and strength of the relationship. Only seven correlations remained and mostly consisted of ASVs classified to the Muribaculaceae and Oscillospiraceae families (Figure 5). Igfbp3 and Pzp transcripts positively correlated to Oscillospiraceae ASVs; Fut2, Pzp, and Gata2 positively correlated to Muribaculaceae ASVs and Susd4 negatively correlated to an ASV also classified to the Muribaculaceae family. No colonic transcripts were identified at FDR < 0.2 when comparing ND to D1M rats or D1M to D3M.

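Between D3M and D1M rats, 7 of 43 lists passed camera in colon with its preset correlation and 0 passed fry, with no member passing over all transcripts. Of the cell cycle transcripts, 25 were lower when adjusted over the list alone (median -0.52, camera adjusted p = 6.7e-28), as were 4 tuft cell transcripts (median -0.59, 4.4e-07) and 4 transcripts of mast cells and granulocytes (median -0.66, 1.5e-06). The list of interferon-stimulated genes had 37 of 38 members with positive log2 fold changes (median 0.42, 4.4e-07). With an estimated correlation, adjusted p = 0.176 for the cell cycle, tuft and mast cell lists and 0.922 for the interferon list. That setting also left the identity lists uncalled between ileum and colon, so it does not decide on these lists. Between D1M and ND rats, all 51 transcripts of oxidative phosphorylation had positive log2 fold changes (median 0.13, camera adjusted p = 6.8e-13; adjusted p = 0.532 with an estimated correlation; median 0.0963 without the 2 mixed libraries), and 7 extracellular matrix transcripts were lower when adjusted over the list alone (median -0.21, camera adjusted p = 8.1e-10; adjusted p = 0.507 with an estimated correlation). The smallest FDR of a single transcript from edgeR was 0.819 between D1M and ND and 0.712 between D3M and D1M rats. At FDR < 0.2, DESeq2 called 16 and 31 transcripts in these comparisons and voom 43 and 1. Without D1M rat K3990, edgeR called 2 transcripts between D3M and D1M rats, and without ND rat K4028 it called 1 at FDR < 0.2.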

**TABLE 4:** Colon RNA transcriptional differences in male UC Davis Type 2 Diabetes Mellitus (UCD‐T2DM) rats compared to nondiabetic rats^1^

Symbol	Entrez	Log fold change	Log CPM	*F*	*p*	FDR
*Col1a1*	29393	−0.997	7.689	48.912	<0.01	0.033
*Col3a1*	84032	−0.955	8.820	43.165	<0.01	0.035

Abbreviations: *Col1a1*, colonic collagen type I alpha 1 chain; *Col3a1*, colonic collagen type III alpha 1 chain; CPM, counts per million.

^1^ Comparison between UCD‐T2DM nondiabetic rats (ND, *n* = 6) and UCD‐T2DM rats 3‐months post‐onset of diabetes (D3M, *n* = 6). Analysis conducted using the edgeR pipeline. Log fold change represents the ratio of D3M to ND groups.

**TABLE 5:** Colon RNA transcriptional differences in male UC Davis Type 2 Diabetes Mellitus (UCD‐T2DM) rats 3 months post diabetes compared to nondiabetic rats^1^

Symbol	Entrez	Log fold change	Log CPM	*F*	FDR	Description
*Adamts12*	294809	−1.32	1.177	22.526	0.139	ADAM metallopeptidase with thrombospondin type 1 motif, 12 [Source: RGD Symbol; Acc:1307323]
*Igfbp3*	24484	−1.19	6.711	25.951	0.139	Insulin‐like growth factor binding protein 3 [Source: RGD Symbol; Acc:2874]
*Gata2*	25159	−1.06	2.582	22.361	0.139	GATA binding protein 2 [Source:RGD Symbol; Acc:2664]
*Pzp*	252922	−1.02	5.586	26.349	0.139	pregnancy‐zone protein [Source:RGD SYMBOL; Acc:628643]
*Col1a1*	29393	−1.00	7.688	48.912	0.033	Collagen type I alpha 1 chain [Source: RGD Symbol; Acc:61817]
*Col6a4*	315981	−1.00	4.827	29.866	0.139	collagen, type VI, alpha 4 [Source:RGD Symbol; Acc:1564060]
*Col3a1*	84032	−0.96	8.820	43.165	0.035	Collagen type III alpha 1 chain [Source: RGD Symbol; Acc:71029]
*Aif1l*	362107	−0.95	2.570	23.604	0.139	Allograft inflammatory factor 1‐like [Source: RGD Symbol; Acc:1305081]
*Igsf10*	310448	−0.92	3.329	21.061	0.158	Immunoglobulin superfamily, member 10 [Source: RGD Symbol; Acc:735030]
*C1qtnf2*	497886	−0.90	3.452	22.427	0.139	C1q and tumor necrosis factor‐related protein 2 [Source: RGD Symbol; Acc:1561041]
*Sparc*	24791	−0.81	8.298	19.955	0.195	Secreted protein acidic and cysteine rich [Source: RGD Symbol; Acc:3742]
*Cxcl12*	24772	−0.74	4.566	23.507	0.139	C‐X‐C motif chemokine ligand 12 [Source: RGD Symbol; Acc:3651]
*Stmn1*	29332	−0.50	5.852	20.940	0.158	Stathmin 1 [Source: RGD Symbol; Acc:2992]
*Fgfr4*	25114	−0.47	5.103	23.257	0.139	fibroblast growth factor receptor 4 [Source: RGD Symbol; Acc:2612]
*Fut2*	58924	0.367	8.273	22.921	0.139	Fucosyltransferase 2 [Source: RGD Symbol; Acc:2639]
*Med21*	312849	0.402	5.584	24.831	0.139	Mediator complex subunit 21 [Source: RGD Symbol; Acc:1309836]
*Aldh2*	29539	0.463	9.486	24.040	0.139	Aldehyde dehydrogenase 2 family (mitochondrial) [Source: RGD Symbol; Acc:69219]
*Kcne3*	63883	0.495	7.682	26.004	0.139	Potassium voltage‐gated channel subfamily E regulatory subunit 3 [Source: RGD Symbol; Acc:621384]
*Abcc5*	116721	0.575	6.186	22.060	0.141	ATP binding cassette subfamily C member 5 [Source: RGD Symbol; Acc:70913]
*Gcg*	24952	0.706	7.336	25.171	0.139	Glucagon [Source: RGD Symbol; Acc:2668]
*Eva1c*	360695	0.781	4.148	27.933	0.139	Eva‐1 homolog C [Source: RGD Symbol; Acc:1307569]
*Pde9a*	191569	0.808	7.642	24.820	0.139	Phosphodiesterase 9A [Source: RGD Symbol; Acc:621035]
*Susd4*	289335	0.829	2.220	21.239	0.158	Sushi domain containing 4 [Source: RGD Symbol; Acc:1564043]
*Slc6a9*	116509	0.899	4.407	23.544	0.139	Solute carrier family 6 member 9 [Source: RGD Symbol; Acc:621243]

Abbreviation: CPM, counts per million.

^1^ Comparison between UCD‐T2DM nondiabetic rats (ND, *n* = 6) and UCD‐T2DM rats 3‐months post‐onset of diabetes (D3M, *n* = 6). Analysis conducted using the edgeR pipeline. Log fold change represents the ratio of D3M to ND groups.

**FIGURE 5:**
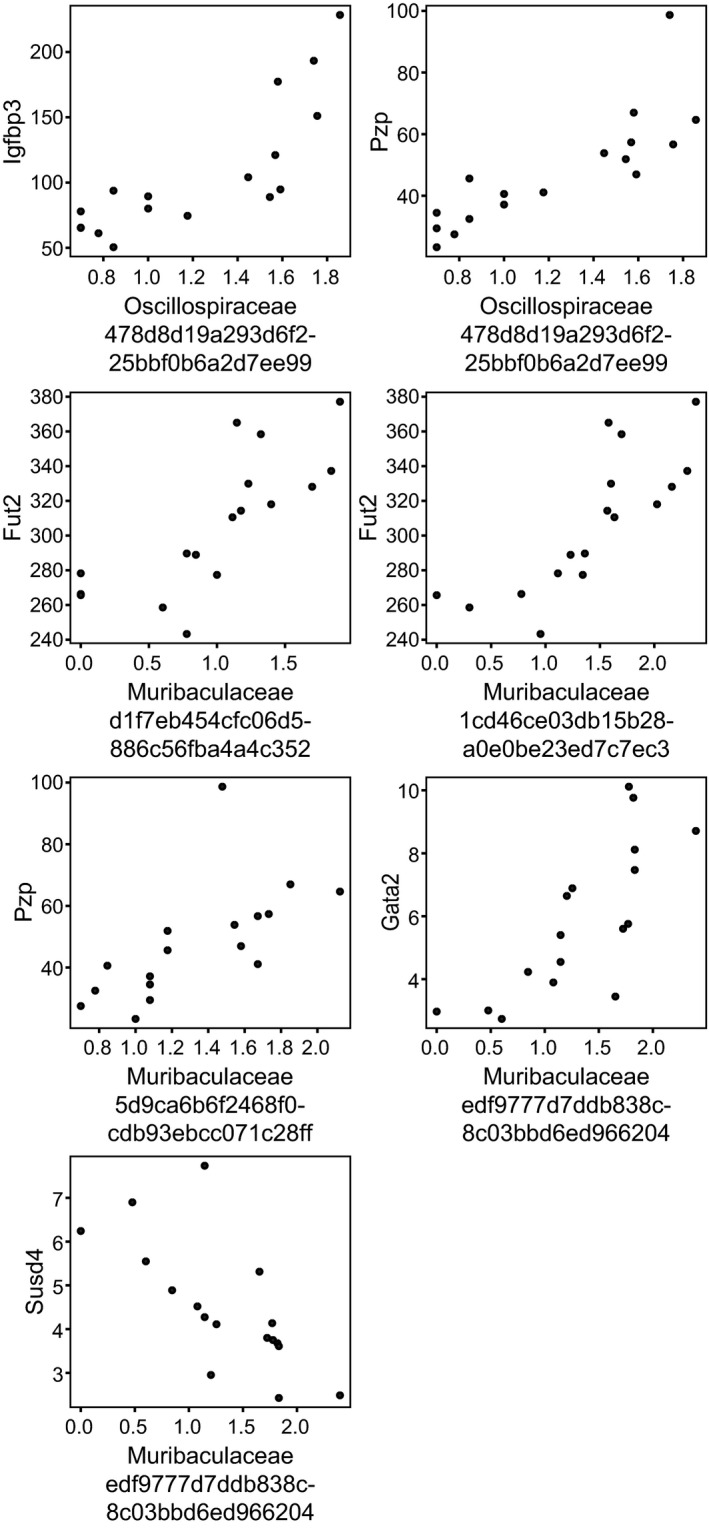
Correlation analysis of colonic content taxonomy and colon transcripts from UC Davis Type 2 Diabetes Mellitus (UCD‐T2DM) rats that were non‐diabetic (ND, *n* = 6), had recent diabetes (2‐week post‐onset of diabetes; D1M, *n* = 5), or 3‐month post‐onset of diabetes (D3M, *n* = 5). Microbiota data generated from 16S rRNA amplicon sequencing and are log10(counts + 1) while transcripts data were generated from RNA‐seq and are counts per million (CPM). Displayed Spearman's correlations, false discovery rate < 0.05, and have <20% of zeros in 16S data. ASV labels (*x*‐axis) are family classification and amplicon sequence variant identification. All correlations are provided in Table S1

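In ileum of D3M rats relative to ND rats, lists of tuft cells, the cell cycle and the extracellular matrix had negative medians, and most cell cycle and matrix transcripts did not pass alone. Of 17 tuft cell transcripts, 10 fell, 0 rose and 7 did not pass (14 lower when adjusted over the list alone; median log2 fold change -0.86, camera adjusted p = 3.3e-07). *Dclk1* (ENSRNOG00000032922, chromosome 2 of rn6, 144646308 to 144936927), a tuft cell marker, stood at 10.9 ± 2.77 CPM in D3M and 19.4 ± 1.5 CPM in ND ileum (SD, n = 6 each; log2 fold change -0.82, SE 0.18, FDR 0.0083). *Rgs13* (-1.13), *Avil* (-0.86) and *Alox5ap* (-0.89), also tuft cell transcripts, were lower. Of 45 transcripts of the cell cycle and DNA replication, 8 fell, 0 rose and 37 did not pass (24 lower when adjusted over the list alone; median -0.50, camera adjusted p = 1.4e-08). They include *Cdc20* (-0.80, SE 0.20, FDR 0.018), an activator of the anaphase-promoting complex. Of 51 extracellular matrix transcripts, 6 fell, 1 rose and 44 did not pass (8 lower and 1 higher when adjusted over the list alone; camera adjusted p = 4.8e-04), among them elastin (*Eln*, -1.28, SE 0.24, FDR 0.0049) and *Sparc* (-0.84). For these lists, camera gave adjusted p = 0.183 (tuft cells), 0.636 (cell cycle) and 0.711 (extracellular matrix) with an estimated correlation.

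Stem and crypt progenitor transcripts had a median of -0.39 (24 measured, 1 lower, *Ephb2*, and 23 not passing; 1 lower when adjusted over the list alone; camera adjusted p = 0.041; adjusted p = 0.711 with an estimated correlation). The median of the B cell list was 0.05, with 0 members passing. Tight and adherens junction transcripts rose in 10 and fell in 2 of 38 (14 and 2 when adjusted over the list alone; median 0.26, camera adjusted p = 4.4e-05; adjusted p = 0.460 with an estimated correlation). The call of *Dclk1* was lost with the D1M libraries left out of the model (FDR 0.0612). *Cdc20* lost its call in that fit (0.142), without flow cell 2 (0.0825), and without ND rat K4028 (0.0689), D1M rat K3986 (0.0587) or D3M rats P762 (0.0682) or P780 (0.0577), and *Sparc* without ND rat K4048 (0.0662).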

Contrary to observations in the colon, several ileal transcripts were differentially regulated with the advancement of diabetes (Figure 4D). These observations were all determined at FDR < 0.05, suggesting that the ileum was considerably more affected by diabetes relative to the colon in UCD‐T2DM rats. 

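The difference between the tissues was tested itself, as the log2 fold change of D3M over ND in ileum minus that in colon. It passed at FDR < 0.05 for 214 of 13697 transcripts, of which 174 moved upward and 40 downward in ileum relative to colon. *Samd8*, which encodes a sphingomyelin synthase-related protein, had a difference of 1.03 (SE 0.22, FDR 0.016), and *Fabp4*, a fatty acid binding protein of adipocytes and endothelium, a difference of -2.70 (SE 0.58, FDR 0.019). The ileal call of *Fabp4* between D3M and ND rats was lost without ND rats K4040 (-1.59, FDR 0.0894) or K4048 (0.0603), D1M rat K3986 (0.0522) or D3M rats P762 (0.0593) or P780 (0.0596), without flow cell 2 (0.0664) and with only the 2 groups compared (0.0954). Of the transcripts that differed between D3M and ND rats in ileum, 182 differed between the tissues by this test. For *Col1a1* and *Col3a1* the difference was 0.12 (FDR 0.90) and 0.36 (FDR 0.61).

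The model held all 36 libraries in edgeR with a mean for each tissue and group and flow cell within tissue. With the rat as a replicate block, 0 transcripts passed, and 7 passed without flow cell 2 and 37 without the 2 libraries that held RNA of the other tissue, an alternative chosen after seeing the data. DESeq2 called 514. For D3M over D1M, edgeR called 0 (1138 with an unadjusted p under 0.05) and DESeq2 19. From the numbers of transcripts at this threshold in each tissue, the paper proposes that diabetes affected the ileum more than the colon.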

When comparing ND versus D1M, two transcripts were differentially expressed: *Asz1* was greater and *Slc30a10* was lower in D1M rats relative to ND rats (Figure 4D). 

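*Asz1* (ENSRNOG00000060343, chromosome 4 of rn6, 45358574 to 45414177), known from germ cells, stood at 8.59 ± 3.63 CPM in D1M and 1.62 ± 0.68 CPM in ND ileum (SD, n = 6 each), a log2 fold change of 2.49 (SE 0.35, FDR 0.013). *Slc30a10* (ENSRNOG00000002397, chromosome 13, 103396314 to 103410363), a manganese exporter, stood at 57.8 ± 7.29 CPM in D1M and 110 ± 12.7 CPM in ND ileum, a log2 fold change of -1.02 (SE 0.12, FDR 0.0015). Interferon-stimulated genes had positive log2 fold changes in 38 of 38 members (median 1.21, camera adjusted p = 3.0e-12), with 0 members passing. The immediate early genes had a median of 0.33 (1.7e-08), antigen presentation by MHC class II a median of 0.41 (1.8e-04, 4 higher when adjusted over the list alone) and tuft cells a median of -0.36 (1.1e-05). The interferon list had adjusted p = 0.564 and the tuft cell list adjusted p = 0.401 with an estimated correlation, under which 0 of the 13 lists that passed camera in this comparison were called.

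Of 13026 ileal transcripts, 1087 had an unadjusted p under 0.05, where 651 are expected. DESeq2 called 44 transcripts and voom 1. The FDR of *Asz1* was 0.0942 with voom, 0.126 with the D3M libraries left out of the model and 0.0639 without flow cell 2, where *Slc30a10* also had 0.0639. It was 0.0877, 0.0922 and 0.0592 without ND rats K4028, K4040 and K4048 and 0.0659 without D1M rat K3986. DESeq2 gave *Asz1* no adjusted p. Both transcripts were also called in D3M relative to ND rats.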

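Lists of nutrient digestion and absorption had positive medians in ileum of D3M relative to ND rats, with part of their members passing. Of 19 transcripts of sugar digestion and absorption, 13 rose, 0 fell and 6 did not pass (13 higher when adjusted over the list alone; median log2 fold change 0.57, camera adjusted p = 4.6e-08). *Slc2a2* (ENSRNOG00000011875, chromosome 2 of rn6, 114413410 to 114445395), the glucose and fructose transporter GLUT2, stood at 157.7 ± 79.0 CPM in D3M and 10.7 ± 4.17 CPM in ND ileum (SD, n = 6 each), a log2 fold change of 4.36 (SE 0.75, FDR 0.0038). *Slc5a4* (ENSRNOG00000049734, chromosome 20, 13415039 to 13458110), a member of the sodium-glucose transporter family, had a log2 fold change of 3.63 (SE 0.45, FDR 6.2e-04), and *Slc5a1* (ENSRNOG00000017775, chromosome 14, 82909981 to 82975263), the sodium-glucose cotransporter SGLT1, stood at 789 ± 259 against 274 ± 91.6 CPM (log2 fold change 1.25, SE 0.24, FDR 0.0049). Of 24 transcripts of protein digestion and amino acid absorption, 13 rose, 1 fell and 10 did not pass (14 and 2 when adjusted over the list alone; median 0.67, 8.9e-08), among them the neutral amino acid transporter *Slc6a19* (ENSRNOG00000026501, chromosome 1, 32199810 to 32220045; 3268 ± 425 against 1654 ± 240 CPM, log2 fold change 0.98) and the dipeptidyl peptidase *Dpp4* (1387 ± 161 against 744 ± 149 CPM). Of 30 transcripts of lipid absorption and chylomicron assembly, 16 rose, 0 fell and 14 did not pass (19 higher when adjusted over the list alone; median 0.55, 6.9e-10), including the apolipoproteins *Apoa1* (ENSRNOG00000045679, chromosome 8, 50525091 to 50526875; 18071 ± 3952 against 8524 ± 1208 CPM, log2 fold change 1.33), *Apoc3* (1.43) and *Apob* (3161 ± 542 against 1638 ± 283 CPM). Of 15 transcripts of bile acid handling, 5 rose and 10 did not pass (5 higher when adjusted over the list alone; median 0.78, 1.7e-04), among them *Slc10a2*, the apical bile acid transporter (0.87), and *Slc51a* (0.85) and *Slc51b* (0.88), which export bile acids at the basolateral side. With an estimated correlation, adjusted p = 0.174 for the sugar and lipid lists, 0.300 for amino acids and 0.238 for bile acids.

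Markers of absorptive enterocytes rose in 16 and fell in 1 of 30 (18 and 1 when adjusted over the list alone; camera adjusted p = 1.5e-09), and genes of ileal identity rose in 17 of 27 (19 when adjusted over the list alone; median 0.87, 9.9e-12). Both had adjusted p = 0.174 with an estimated correlation. Among general epithelial transcripts, on a list added after related lists had been seen, 10 of 23 rose and 1 fell (median 0.34). In all, 1082 of 13026 transcripts rose and 550 fell, 117 and 87 of them by more than 2-fold. The largest falls include *Ugt2a1* (-3.36, SE 0.62, FDR 0.0045), a glucuronosyltransferase, and the tight junction protein *Cldn8* (-2.67). Without ND rat K4040, whose ileum library held colonic RNA, these were -2.79 for *Ugt2a1* and -1.75 for *Cldn8*.

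The number of calls was 1021 and 1024 without ND rats K4028 and K4040, 675 without D1M rat K3986 and 984 without D3M rat P762. It was 561 without flow cell 2 and 3007 without a flow cell term. With the D1M libraries left out of the model it was 185, and *Slc5a1* (FDR 0.0525), *Dpp4* (0.0502) and *Apob* (0.0522) no longer passed. Without K3986 or all D1M libraries, flow cell 2 held ileum libraries of ND rats only. Those libraries then did not inform the difference between D3M and ND rats, so these falls cannot be ascribed to the D1M libraries.

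**Figure D2:**
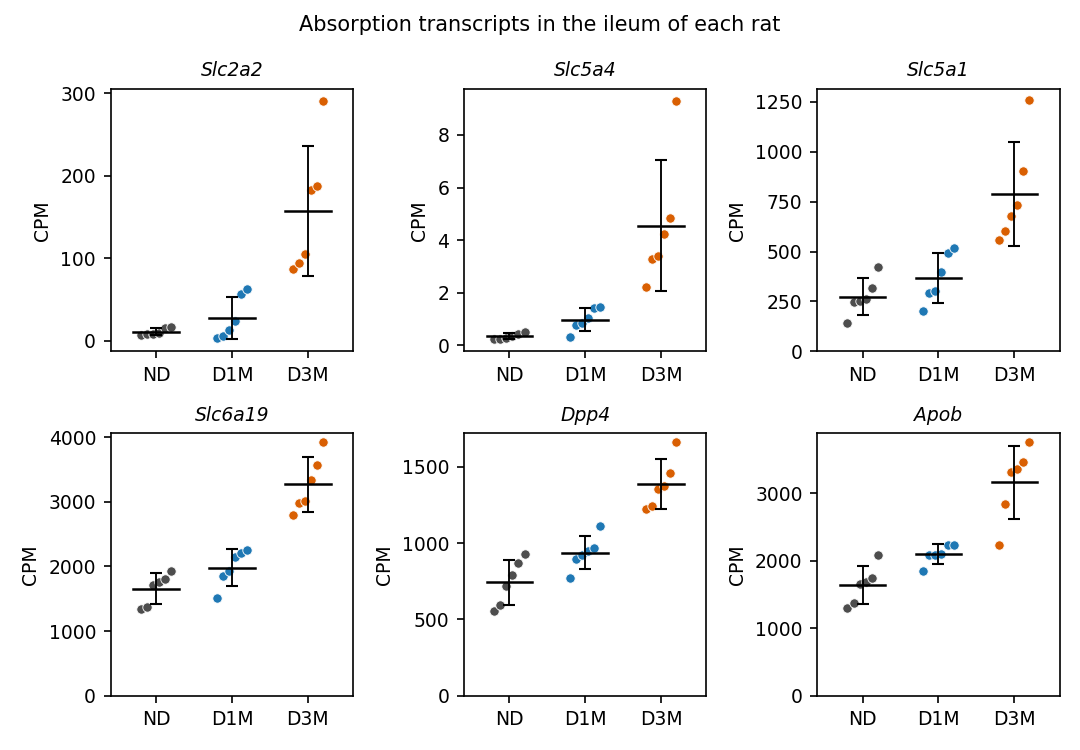
CPM of *Slc2a2*, *Slc5a4*, *Slc5a1*, *Slc6a19*, *Dpp4* and *Apob* in ileum of ND, D1M and D3M rats, with 1 point per rat (n = 6 per group) and the mean with its SD. *Slc2a2* has a mean of 157.7 CPM in D3M and 10.7 CPM in ND rats.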

When comparing ND versus D3M, 1683 transcripts were differentially expressed (Figure 4D). There were 354 transcripts that were differentially expressed between D1M and D3M rats (Figure 4D), but 319 of these overlapped with comparisons between ND rats (Table S2). 

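Transcripts that rose in D3M relative to both D1M and ND rats include sugar and amino acid transporters. *Slc5a4* stood at 4.55 ± 2.49 CPM in D3M and 0.970 ± 0.438 CPM in D1M ileum (SD, n = 6 each), a log2 fold change of 2.23 (SE 0.36, FDR 0.013). *Acot12*, an acetyl-CoA hydrolase, stood at 87.6 ± 24.4 CPM in D3M and 35.7 ± 6.41 CPM in D1M ileum (log2 fold change 1.31, SE 0.19, FDR 0.0071). *Cmah*, which makes N-glycolylneuraminic acid, fell from 274 ± 48.7 CPM in D1M to 137 ± 36.2 CPM in D3M (log2 fold change -1.06, SE 0.15, FDR 0.0057).

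Between D3M and D1M rats, 251 transcripts rose and 38 fell at FDR < 0.05 in edgeR. Of these 289, 264 were also called between D3M and ND rats, 232 higher and 32 lower in D3M in both comparisons and 0 in opposite directions, where independent lists would share 20.8 and 1.60. Both comparisons use the same D3M libraries, so their log2 fold changes would correlate without any shared biology. The correlation over 13026 transcripts was 0.756, against a median of 0.518 in 20 simulations with no group differences. In these simulations 0 transcripts were called in both. Regroupings of the real libraries gave up to 51 in both, so the simulations understate the spread that the real libraries allow. When the D3M libraries were divided so that each comparison had its own, the correlation had a median of 0.224 (-0.14 to 0.41) and the overlap a median of 2.5 transcripts (0 to 136) over 20 divisions. The calls between D3M and D1M rats themselves had a median of 2.5 (0 to 1088) there, so calling power fell along with the overlap, and independent lists would share a median of 0.122 higher and 0.00783 lower transcripts.

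The 289 calls and the 264 shared ones depended on single libraries. They numbered 20 and 20 without D1M rat K3978, 10 and 10 without K3988, 6 and 6 without K3989 and 61 and 60 without K3990. Without D3M rats they numbered 761 and 674 (K3959), 22 and 21 (K3961), 153 and 143 (K3977), 145 and 142 (K3980) and 74 and 72 (P780), and without ND rat K4048 532 and 481. *Acot12* and *Cmah* passed in all 18 of these fits, and *Slc5a4* in 16, with an FDR of 0.0557 without D1M rat K3988 and 0.0561 without K3989. DESeq2 called 989 and 829 and voom 787 and 610, and without flow cell 2 edgeR called 130 and 110.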

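Among the 264 transcripts that differed in D3M relative to both other groups, lists fixed in advance were tested for enrichment against the 13026 transcripts measured. Sugar digestion and absorption gave 9 of its 19 transcripts (adjusted p = 8.4e-10 by Fisher's exact test): the transporters *Slc2a2*, *Slc2a5*, *Slc5a1*, *Slc5a4*, *Slc5a9* and *Slc37a4*, the disaccharidase *Mgam*, ketohexokinase (*Khk*) and the carbohydrate-responsive transcription factor *Mlxipl*. Protein digestion and amino acid absorption gave 8 of 24 (2.0e-07), namely the peptidases *Ace*, *Anpep*, *Dpp4* and *Xpnpep2* and the transporters *Slc15a1*, *Slc3a2*, *Slc6a19* and *Slc7a7*. Lipid absorption and chylomicron assembly gave 8 of 30 (8.8e-07), including *Dgat2*, *Acsl5* and the fatty acid transporter *Slc27a4*. Insulin signalling and glucose response gave 6 of 32 (2.7e-04), among them *Irs2*, *Trib3* and *Txnip*. The ileal identity list gave 11 of 27 (8.1e-11) and markers of absorptive enterocytes 8 of 30 (8.8e-07). Among the 32 shared transcripts that were lower in D3M, fatty acid oxidation gave 3, *Acat1*, *Eci1* and *Hsd17b4* (0.0039), and endothelium 2 of 23, *Aplnr* and *Cldn5* (0.031). Of the genes the paper lists for its pathways in Table 6, 8 of 9 of protein digestion and 6 of 6 of carbohydrate digestion were among the 264. This is not independent evidence, because the study chose them on these samples. The fixed lists share members with that table. They include *Slc2a2*, *Slc2a5*, *Slc37a4* and *Slc5a1* for sugar, *Dpp4*, *Slc15a1*, *Slc3a2*, *Slc6a19*, *Slc7a7* and *Xpnpep2* for protein, and *Irs2* and *Trib3* for insulin. The enrichment of these lists is thus not independent of the paper either.

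The transcripts shared between the comparisons numbered 6 without D1M rat K3989 and 10 without K3988, so that the enrichment rests on calls that single libraries move. Fisher's exact test also treats transcripts as independent. With an estimated correlation, camera called 0 of 43 lists in ileum, both in D3M vs ND and in D3M vs D1M. That setting also left the ileal identity list uncalled between ileum and colon (camera adjusted p = 0.463), so it cannot decide here.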

Pathway analysis of the overlapping transcripts showed a significant enrichment of pathways related to protein and carbohydrate digestion and absorption (FDR < 0.1; Table 6). As ND animals were significantly younger than their diabetic counterparts, we also analyzed the age‐matched D1M versus D3M comparison. Therefore, the remaining 33 transcripts were considered the strongest indicators of differential transcript expression associated with diabetes progression in the ileum (Figure 4E). Of these, *Sptlc3*, *Enpp7*, *Slc7a15*, and *Kctd14* had greater than twofold changes. These 33 transcripts did not correlate to any ileum ASVs at FDR < 0.05 (Table S3) and resulted in no significant pathway enrichment, even at FDR < 0.2.

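Between D3M and D1M rats, which differed little in age, absorption lists had positive medians, while most of their members did not pass. Of the sugar list, 9 rose, 0 fell and 10 did not pass (12 and 2 when adjusted over the list alone; median log2 fold change 0.44, camera adjusted p = 5.7e-08), with *Slc5a1* at 1.05 (SE 0.20, FDR 0.024) and *Slc5a9* at 0.76. The amino acid list had 8 higher and 16 not passing (13 and 2 when adjusted over the list alone; median 0.49, 3.3e-08), with *Slc6a19* at 0.72 (SE 0.13, FDR 0.023) and the aminopeptidase *Anpep* at 0.70. The lipid list had 8 higher and 22 not passing (15 higher when adjusted over the list alone; median 0.32, 1.8e-07), with *Dgat2* at 0.76. Bile acid handling had 2 higher (6 when adjusted over the list alone; 2.7e-04). The tuft cell list had a median of -0.44 (0 passing, 1 lower when adjusted over the list alone; 4.3e-05), the antimicrobial list a median of -0.48 (7.9e-04) with *Reg3a* at -1.46 (FDR 0.065), and the circadian clock list a median of 0.52 (2.7e-04) with *Per1* at 0.79 (FDR 0.065). With an estimated correlation, adjusted p = 0.176 for the sugar and circadian lists, 0.223 for the amino acid, lipid, bile acid and antimicrobial lists and 0.243 for tuft cells.

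*Slc6a19* lost its call without D1M rats K3978 (FDR 0.0618), K3988 (0.0606) or K3989 (0.0587) or D3M rat K3961 (0.0562). *Slc5a1* lost it without D1M rats K3978 (0.0618), K3988 (0.0608) or K3989 (0.0744), D3M rats K3961 (0.057) or P780 (0.0544), without flow cell 2 (0.0559) and with flow cell in 2 levels (0.0544). *Slc5a9*, *Anpep* and *Dgat2* passed in 14, 11 and 12 of the 18 fits that each left out 1 library.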

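The transcripts that differed between D3M and D1M rats and did not pass between D3M and ND rats numbered 25, of which 19 rose and 6 fell in D3M. They include *Slc26a11* (log2 fold change 0.67), a sulfate transporter, *Arhgap42* (0.65), *Tinag* (0.64) and *Mpp6* (0.57) among those that rose, and the chaperone *Hsph1* (-0.59), thioredoxin (*Txn1*, -0.47), *Ldhd* (-0.46), *Nqo2* (-0.42) and *Serhl2* (-0.42) among those that fell. Of the fixed lists, sphingolipid metabolism gave 2 of its 46 transcripts, *Enpp7* and *Sptlc3*. The oxidative stress response gave 2 of 37, *Nqo2* and *Txn1* (Fisher's exact test, adjusted p = 0.075 for each). The paper names *Enpp7* and *Sptlc3* from these samples, so the first result is not independent of it.

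The difference between the comparisons is that of D1M relative to ND rats, where the FDR of these 25 lay between 0.456 and 0.959. Their number was 70, 13, 14, 41 and 51 without ND rats K4028, K4037, K4038, K4047 and K4048, 0, 65, 9, 0, 0 and 1 without D1M rats K3978, K3986, K3987, K3988, K3989 and K3990, and 87, 1, 10, 3 and 2 without D3M rats K3959, K3961, K3977, K3980 and P780. It was 160 with DESeq2, 177 with voom, 7 without a flow cell term or with flow cell in 2 levels, 15 without the filter on low counts and 240 with only the 2 groups compared in the model. Because ND rats were younger, the paper turned to the comparison of D3M with D1M rats, and it takes the remainder as the strongest indicators of diabetes progression.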

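*Kctd14* (ENSRNOG00000012494, chromosome 1 of rn6, 162419262 to 162424825) stood at 32.3 ± 27.7 CPM in D3M and 12.3 ± 1.95 CPM in D1M ileum (SD, n = 6 each), a log2 fold change of 1.17 (SE 0.27, FDR 0.040). *Slc7a15* (ENSRNOG00000006119, chromosome 6, 33728107 to 33738825), of the amino acid transporter family, stood at 120 ± 81.1 against 50.4 ± 16.0 CPM, a log2 fold change of 1.26 (SE 0.32) that did not pass (FDR 0.0519). *Enpp7* was higher and *Sptlc3* lower in D3M than in D1M ileum, each by more than 2-fold. *Enpp7*, *Kctd14* and *Sptlc3* were the 3 of the 25 remaining transcripts with a change over 2-fold.

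*Kctd14* no longer passed without ND rats K4037 (FDR 0.0512), K4038 (0.0548) or K4040 (0.0515), D1M rats K3978 (0.0976), K3986 (0.0594), K3988 (0.0608), K3989 (0.101) or K3990 (0.101), or D3M rats K3961 (0.057), K3980 (0.0552), P762 (0.0555) or P780 (0.0555). It also did not pass without the filter (0.0536), with flow cell in 2 levels (0.102), without a flow cell term (0.0711), without flow cell 2 (0.0951) and with the ND libraries left out of the model (0.1005). *Slc7a15* passed without ND rats K4047 (0.0479) or K4048 (0.0495) and without D3M rats K3959 (0.0142) or P762 (0.0297).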

**TABLE 6:** Pathway analysis of transcripts differing between D3M rats and both ND and D1M rats^1^

Category	Term	Count %	Symbols	List total	Pop hits	Pop total	Fold enrichment	FDR
rno04974: Protein digestion and absorption	9	2.8	Slc6a19, Slc3a2, Atp1a1, Dpp4, Atp1b1, Slc7a7, Slc15a1, Ace2, Xpnpep2	137	89	7749	5.72	0.0293
rno04973: Carbohydrate digestion and absorption	6	1.9	Slc2a2, Atp1a1, Slc2a5, Slc37a4, Atp1b1, Slc5a1	137	41	7749	8.28	0.0652
rno04144: Endocytosis	13	4.1	Igf2r, Snx32, Ehd1, Chmp4c, Washc2c, Prkcz, Mdm2, Asap1, Arfgap3, Dnm2, Smap1, Arpc2, Epn2	137	270	7749	2.72	0.1695
rno04978: Mineral absorption	5	1.6	Slc6a19, Trpm6, Atp1a1, Atp1b1, Slc5a1	137	39	7749	7.25	0.2169
rno04976: Bile secretion	6	1.9	Atp1a1, Abcg2, Slc51b, Slc51a, Atp1b1, Slc5a1	137	71	7749	4.78	0.2983
rno04931: Insulin resistance	7	2.2	Slc2a2, Slc27a4, Trib3, Prkag2, Ptprf, Prkcz, Irs2	137	110	7749	3.60	0.3940
rno01100: Metabolic pathways	32	10	Fut1, Anpep, Dgat2, Ampd3, Papss2, Acsl5, B3galnt1, Polr3c, Dhrs9, Lpin3, Ahcyl2, Etnk1, Aldob, Khk, Dlst, Rdh16, Acat1, Bckdhb, Plcd1, Chpf, Pmm2, Fahd1, St6galnac1, Cyp3a9, Coq5, Gpat3, Chdh, Btd, B4galt6, Hsd17b4, Hsd17b2, Pla2g12b	137	1285	7749	1.41	0.8438

Abbreviation: FDR, false discovery rate.

^1^ UC Davis Type 2 Diabetes Mellitus rats were non‐diabetic (ND, *n* = 6), had recent diabetes (2‐week post‐onset of diabetes; D1M, *n* = 6), or 3‐month post‐onset of diabetes (D3M, *n* = 6). Transcript expression determined by RNAseq analysis. Differential abundance between rat groups was assessed using edgeR pipeline. Pathway analysis conducted by the DAVID Bioinformatics Resource 6.8. Only pathways with *p* < 0.05 are provided.

## 4 DISCUSSION

This is the first report describing diabetes‐associated alterations in morphology and transcriptional abundances of the ileum and colon in the UCD‐T2DM rat model. We found a linear increase of the ileal villi length and crypt depth, and colonic crypt depth that followed the advancement of diabetes in this rat model of diabetes. This finding is in agreement with other studies examining various rodent models of diabetes. For example, Adachi et al. reported an increase of villi length from small intestine sections in both Goto–Kakizaki (GK) and Otsuka Long‐Evans Tokushima Fatty rats compared with their respective nondiabetic control; in addition to increased small intestine villi length in streptozotocin‐induced (STZ) diabetes Wistar rats relative to control Wistar rats (Adachi et al., 2003). While the small intestine region was not defined in Adachi et al., Isah and Masola (2017) found no difference in ileal villi height in STZ‐treated Sprague Dawley rats compared controls; however, increases in duodenal and jejunal villi heights were observed in the diabetic rats. STZ doses and duration of diabetes differed in these studies, which may explain the conflicting observations. Nonetheless, this line of evidence suggests that proximal regions of the small intestine are subject to villi expansion in diabetic animals. Differences associated with diabetes in the ileum are less clear. Increases in ileal villi height have been reported in STZ‐induced diabetic rats compared with controls (Isah & Masola, 2017; Thulesen et al., 1999), however, in another study there were no reported differences or reduced ileal villi heights in STZ‐treated animals (Xue et al., 2019). Limited data have been collected in mono‐ and polygenic rodent models of diabetes. In one study, Pereira et al. recently observed longer ileal villi and decreased ileal crypt depth in 4‐month old male GK rats compared to male Wistar rats (Pereira et al., 2021). On balance, data from our study points to an overall expansion of the gut mucosal layer during the advancement of untreated diabetes; however, the mechanisms underlying this expansion are not known and the consequence of these morphological changes will need further investigation.

Untreated diabetes in the UCD‐T2DM rat model leads to progressive loss of energy stores and skeletal muscle mass, as indicated by the decrease in total body weight in rats with 3 months post‐onset of diabetes. Therefore, one possibility is that the expansion of the villi and crypt depth may be a response to a perceived nutrient deficiency and an attempt by the organism to extract more energy or nutrients from the gastrointestinal tract. Contrary to this hypothesis, intestinal atrophy has been observed in humans with depleted nutritional status and in animals undergoing food deprivation and/or restriction (Genton et al., 2015). While there are obvious differences between glucose deprivation versus food restriction (e.g., hyperglycemia, gut hormonal response to feeding, etc.), uncontrolled diabetes still mimics a state of catabolism since circulating glucose is less able to be utilized by peripheral tissues and is subsequently excreted in urine. Compared with age‐matched nondiabetic Sprague Dawley rats, UCD‐T2DM rats consume a greater amount of chow and then linearly increase their energy intake 100 days post diabetes (Cummings et al., 2008). Thus, the proliferative effect on both the ileum and colon mucosal layer may primarily be due to the increased ingestion and passage of nutrients through the gastrointestinal tract rather than an effect of diabetes per se. A possible mechanism for this expansion may be via nutrient‐stimulated secretion of glucagon‐like peptide‐2, which is known to have a proliferative effect on the intestinal epithelia (Drucker et al., 1996; Drucker & Yusta, 2014).

We observed compositional differences in the colonic microbiota population concurrent with the advancement of diabetes; however, we could not conclusively identify whether diabetes impacts the ileum microbiota. The inconclusive results in the ileum were due to low sample depth that rendered half of the D3M samples unusable for statistical analysis. As age is a known modifier of the gut microbiota (Sovran et al., 2019; Wu et al., 2021), we also cannot conclusively distinguish whether the differences between the younger ND rats and the older diabetic rats are due to diabetes or age. In a previous study, compositional differences in between UCD‐T2DM rats with an early or late diabetes signature were primarily driven by an increase in species within the Bacteroidetes phyla (Piccolo et al., 2018). While we found compositional differences in the current study, the change in Bacteroidetes taxa was not found. This could be due to the fact that the previous study examined cecal contents compared to ileum and colon contents in the study herein. Furthermore, the prior study utilized shotgun metagenomics sequencing, which requires much deeper sequencing relative to 16S rRNA amplicon sequencing. Regardless, we interpret these data to confirm the effect of diabetes on the broader bacterial composition (i.e., beta‐diversity) in this model, but confirmation of altered taxonomy will require additional studies with much deeper sequencing. Still, we found a decrease in ASVs classified to the *Akkermansia* genus in colon contents from D3M rats comparing to D1M rats, which concurs with previous reports suggesting an association between *Akkermansia* and host metabolic health. Greater *Akkermansia muciniphila* abundances have been associated with reduced adiposity (Everard et al., 2013), improved host glucose homeostasis (Yoon et al., 2021), and intestinal barrier integrity (Justus et al., 2015). Other studies have indicated that supplementation with intact or inactivated *A. muciniphila* improves host metabolism (Everard et al., 2013; Plovier et al., 2017), which may be an intriguing therapeutic option for this model of diabetes.

Diabetes and/or hyperglycemia has been shown to increase gut permeability and inflammation in several rodent models of diabetes compared to nondiabetic controls (Ahmad et al., 2017; Cani et al., 2008). Much of these effects have been associated with dysbiosis of the gut microbiota, leading to the unintended absorption of small microbial molecules into circulation (e.g., lipopolysaccharide), which stimulate immune and inflammatory responses at various tissues. More recent evidence has suggested that hyperglycemia is the driver behind this mechanism (Thaiss et al., 2018), therefore, we assessed whether colonic gene expression of claudins and several inflammatory markers would be altered by the progression of diabetes in UCD‐T2DM rats. Contrary to our hypothesis, we found no evidence of changes in gene expression in these parameters with the advancement of diabetes. While protein levels of claudins and other tight junction‐related proteins have been shown to be altered with obesity and insulin resistance (Ahmad et al., 2017), the exact regulatory mechanism behind this relationship has not been conclusively established. Epithelial metabolism may play an important role in regulating barrier function as more recent evidence has suggested that a switch from aerobic respiration of short‐chain fatty acids to anaerobic oxidation of glucose may directly regulate barrier function via changes in cellular oxygen concentrations (Kelly et al., 2015). As gene expression is likely an insensitive measure of barrier function, current work is underway in this model of type 2 diabetes to directly measure permeability and potential regulatory mechanisms.

After finding null results in the targeted gene expression analysis, we employed RNAseq to survey both the ileum and colon for transcriptional changes associated with the advancement of diabetes. Surprisingly, the upper colon continued to show very little genetic changes between an early versus late duration of diabetes (D1M vs. D3M) as no transcripts remained significant after adjusting for multiple comparisons. While these results need to be confirmed in additional studies, the upper bowel appears to be more susceptible than the colon to the effects of advancing duration of diabetes in the UCD‐T2DM rat model. Still, two transcripts related to collagen synthesis (*Col1a1* and *Col3a1*) were reduced in D3M rats compared to ND rats, suggesting that the advancement of diabetes weakens the structural strength and integrity of the colon. In contrast to our results, Kandemir et al. reported a thickening of the subepithelial collagen layer in rectal biopsies from diabetic adults compared to nondiabetic adults (Kandemir et al., 1995) while other reports from STZ‐treated rats indicate both thickening and stiffening of the colonic wall (Zhao et al., 2003). The UCD‐T2DM rat has a polygenic origin of diabetes and may be susceptible to fibrosis early in its lifespan; thus, the decrease *Col1a1* and *Col3a1* in an advanced state of diabetes could be a compensation mechanism for excess colonic fibrosis in this model. We did not directly measure fibrosis in this study, so this hypothesis will need to be explored further in additional studies.

In ileal tissue, *Enpp7* (ectonucleotide pyrophosphatase/phosphodiesterase family member 7; also known as alkaline sphingomyelin phosphodiesterase) and *Sptlc3* (serine palmitoyltransferase, long chain base subunit 3) were the two transcripts that had the largest differences between D1M and D3M rats. 

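*Enpp7* (ENSRNOG00000047026, chromosome 10 of rn6, 108095131 to 108099483) was higher in D3M than in D1M ileum, at 2.37 ± 1.39 against 0.38 ± 0.28 CPM (SD, n = 6 each), a log2 fold change of 2.53 (SE 0.57, FDR 0.035). *Sptlc3* (ENSRNOG00000004443, chromosome 3, 132560506 to 132692737) was lower, at 0.31 ± 0.12 against 1.10 ± 0.68 CPM, a log2 fold change of -1.90 (SE 0.45, FDR 0.040). ND ileum held 0.69 ± 0.32 CPM of *Enpp7* and 0.50 ± 0.28 CPM of *Sptlc3*. Neither transcript passed between D3M and ND rats (FDR 0.127 and 0.165). Without a flow cell term in edgeR, *Enpp7* did pass between D3M and ND rats (log2 fold change 1.79, FDR 0.019). Of 46 transcripts of sphingolipid metabolism, 2 rose, 1 fell and 43 did not pass between D3M and D1M rats (5 and 1 when adjusted over the list alone; median 0.11, camera adjusted p = 0.0027; adjusted p = 0.323 with an estimated correlation). The other riser was *Samd8* (0.54), related to the sphingomyelin synthases. Between D3M and ND rats, 8 rose, 2 fell and 36 did not pass (14 and 3 when adjusted over the list alone; median 0.14, 0.0018; adjusted p = 0.355 with an estimated correlation), among them *Samd8* (136 ± 16.8 against 65.9 ± 6.66 CPM, log2 fold change 1.00), *Sptlc2* (0.49), another subunit of serine palmitoyltransferase, and the ceramidase *Acer2* (-0.44).

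Both *Enpp7* and *Sptlc3* lay near the lower end of the transcripts tested. *Enpp7* did not pass without D1M rats K3978 (FDR 0.0839), K3987 (0.0515), K3988 (0.102), K3989 (0.0795) or K3990 (0.0542) or D3M rats K3961 (0.0721), K3977 (0.0553), K3980 (0.0522) or P780 (0.092). *Sptlc3* did not pass without ND rat K4038 (0.0528), D1M rats K3978 (0.0855), K3986 (0.056), K3988 (0.105) or K3989 (0.125) or D3M rats K3961 (0.0856), K3977 (0.0784), K3980 (0.0501), P762 (0.0534) or P780 (0.0783). Neither passed without flow cell 2 (0.0693 and 0.0679) or with the ND libraries left out of the model (0.0642 and 0.0515), DESeq2 gave neither an adjusted p, and *Sptlc3* did not pass without the filter (0.0505). Their directions were the same in all of these fits. *Samd8* was lost without D1M rats K3978 (0.0618), K3988 (0.0608) or K3989 (0.0561) or D3M rat K3961 (0.0562) between D3M and D1M rats.

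**Figure D3:**
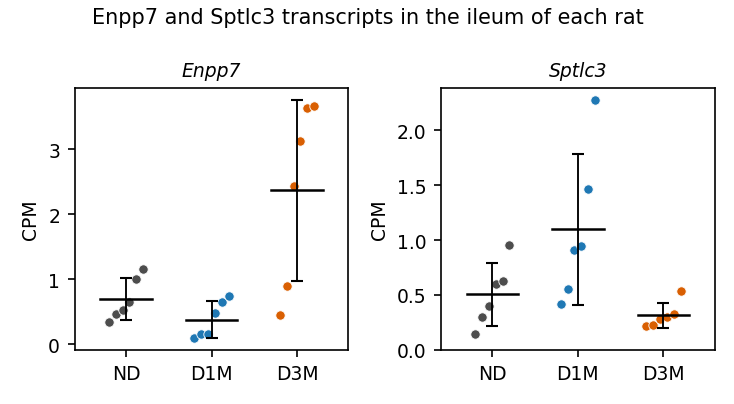
CPM of *Enpp7* and *Sptlc3* in ileum of ND, D1M and D3M rats, with 1 point per rat (n = 6 per group) and the mean with its SD. *Enpp7* has a mean of 2.37 CPM in D3M and 0.38 CPM in D1M rats, and *Sptlc3* of 0.31 and 1.10 CPM.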

Interestingly, these transcripts are both involved in intestinal ceramide and sphingomyelin homeostasis. Enpp7 digests luminal sphingomyelin and its activity has been associated with diseases affecting the colon, for example, colitis and colorectal cancer (Hertervig et al., 1997; Sjöqvist et al., 2002). Enpp7 has also been shown to have antiproliferative properties (Hertervig et al., 2003) and could be downregulated in the UCD‐T2DM rat to facilitate villi and crypt depth expansion in this model. Serine palmitoyltransferase, on the other hand, is the first step in cellular ceramide synthesis and it also required for barrier function and integrity. Recently, knockdown of the intestinal SPT complex via an intestinal‐specific Sptlc2 deletion resulted in a bacterial infiltration of the mucosa, reduced microvilli height, and reduction of levels of E‐cadherin, suggesting that SPT has a critical role in barrier function (Li et al., 2018). 

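Transcripts of dividing cells were measured in the same ileum libraries. Of 45 transcripts of the cell cycle and DNA replication, 2 fell, *Cdkn3* (-0.53) and *Prc1* (-0.53), 0 rose and 43 did not pass in D3M relative to D1M rats (17 lower and 0 higher when adjusted over the list alone; median -0.36, camera adjusted p = 2.8e-10). Camera with an estimated correlation gave adjusted p = 0.461 for this list. *Cdkn3* and *Prc1* passed in 10 and 7 of the 18 fits that each left out 1 library, with the highest FDR at 0.103 (without D1M rat K3988) and 0.109 (without D1M rat K3989).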

Overall, Sptlc3 and Enpp7 had the largest transcriptional changes and seem to support a proliferative effect of the mucosa during the advancement of diabetes.

This is the first paper to report diabetes‐associated changes in the gastrointestinal tract of UCD‐T2DM rats, a polygenic rodent model of spontaneous and progressive T2DM. That said, a limitation is that the UCD‐T2DM rat does not have a metabolically healthy control with a similar genetic background since prediabetic UCD‐T2DM rats are obese and insulin resistant. Lean Sprague Dawley rats have been previously used as a metabolic healthy and lean comparison, but we have noted clear differences in the composition of the cecal microbiota between lean Sprague Dawleys and UCD‐T2DM rats regardless of their diabetes status, indicative of a strain effect (Piccolo et al., 2018). As genetic background is known to significantly impact the composition of the gut microbiota (Carmody et al., 2015), we chose to study younger UCD‐T2DM rats that had normal fasting blood glucose concentrations and lower fat mass than recently diabetic animals. This, of course, made age a potentially confounding factor and comparisons between the ND and older diabetic groups should be taken with caution. In addition, we did not observe any diabetes‐specific differences in colon tight junction expression as measured by rtPCR and no major alteration of the colon transcriptome with the advancement of diabetes. We examined the proximal colon, just distal to the cecum, due to the fact that we previously observed clear differences in the cecal microbiota from this model (Piccolo et al., 2018). Future studies may need to differentiate between proximal and distal colon observations as some evidence suggests that fermentation of SCFA differs between the proximal and distal regions (Topping & Clifton, 2001).

In conclusion, advancement of untreated diabetes in the UCD‐T2DM rat results in an increase in the mucosal villi and crypt depth in the ileum, and increased crypt depths in the colon, which we speculate derives from signals associated with host metabolic status and differences in food intake (i.e., diabetic hyperphagia) in this model as diabetes progresses. The advancement of diabetes resulted in very minor transcriptional changes in the colon, while numerous transcriptional differences were identified in the ileum, suggesting that the upper bowel may be more susceptible to the effects of diabetes. *Sptlc3* and *Enpp7* exhibited the largest transcriptional changes associated with the progression of untreated diabetes suggesting that changes in ceramide/sphingolipid metabolism to support the enlargement of the mucosal luminal interface. While requiring future studies that fully control for food intake and age, the current results strongly support emerging evidence that host metabolic health and diabetes status have diet‐independent effects on intestinal growth and function, and can also influence regional gut microbiota populations.

## CONFLICT OF INTEREST

S.H. Adams is the founder and principal of XenoMed, LLC, which is focused on research and discovery unrelated to the studies herein. All other authors declare no conflict of interest, financial, or otherwise.

## AUTHOR CONTRIBUTIONS

Brian D. Piccolo, Peter J. Havel, and Sean H. Adams conceived and designed research; Brian D. Piccolo, James L. Graham, Ping Kang, Christopher E. Randolph, Laxmi Yeruva, Renee Fox, Tanya LeRoith, and Kimber L. Stanhope performed experiments; Brian D. Piccolo, Kimber L. Stanhope, Michael S. Robeson, and Becky Moody analyzed data; Brian D. Piccolo interpreted results of experiments, prepared figures, and drafted manuscript; all authors approved final version of the manuscript.

## Supporting information

Table S1 Click here for additional data file.

Table S2 Click here for additional data file.

Table S3 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

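Ileum and colon of 18 male UCD-T2DM rats, 6 ND, 6 D1M and 6 D3M, were measured by RNA-seq in 36 libraries. According to the authors, polyadenylated RNA of whole tissue was made into libraries with the TruSeq stranded mRNA kit and sequenced on a NextSeq 500, reads were aligned with STAR to rn6, and counts per annotated gene were made in SeqMonk. No version of STAR is given, and the strand setting of the counting is not given in the sources used here, so that counts of overlapping genes on opposite strands carry that doubt. The deposited raw count table holds integer counts for 24773 genes with no normalization, as the file shows. The authors also deposited a table of log2 counts scaled to library totals, made in SeqMonk, which served here only as a check of the library order and names. The 72 columns of standard deviations in these tables hold only 0 and were not used. Groups, rats, flow cells and rat traits were taken from the labels deposited with each library.

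Each tissue was analysed in edgeR 4.0.16 under R 4.3.3, with limma 3.58.1 and data.table 1.17.8. Transcripts were kept by filterByExpr with the group as its argument, libraries were normalized by TMM, and dispersions were estimated with estimateDisp. A quasi-likelihood model was fitted with glmQLFit with robust estimation and the legacy method, which is the form edgeR had at the time of the paper. All 18 libraries of a tissue entered the model, with a mean for each group and flow cell as a covariate in 3 levels. The comparisons D3M vs ND, D1M vs ND and D3M vs D1M were tested with glmQLFTest and adjusted by the method of Benjamini and Hochberg, at FDR < 0.05 and, in colon, also at FDR < 0.2. The standard error of a log2 fold change was its size divided by the square root of F. The flow cells were tested in the same model. Colon was compared with ileum over all 36 libraries with group and flow cell as covariates, and the difference between the tissues in a group contrast was tested with a mean for each tissue and group and flow cell within tissue.

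The genes the text names were chosen by a rule. In each comparison with at least 1 call they are, among transcripts at FDR < 0.05 with a mean log2 CPM of at least 1, the 8 with the most positive and the 8 with the most negative log2 fold change, for each gene list past camera's threshold the 4 members with the smallest p, and every gene the paper names, whose published values had been seen. For colon against ileum they are the 4 most positive and the 4 most negative genes of each regional identity list. The 43 gene lists cover nutrient absorption, metabolism, cell types, immune signatures, stress responses and regional identity. A further 10 lists hold genes that the paper lists and are not independent evidence. Some of the 43 lists share members with them. Of 1341 list members, 1259 matched a symbol of the count table. Lists were tested with camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01. They were also tested with camera with an estimated correlation, and with fry. With the estimated correlation, camera did not call even the identity lists between ileum and colon, so a list it does not call stays undecided. Enrichment among called transcripts was tested with Fisher's exact test against all transcripts tested in the tissue. Rat traits were compared by exact permutation tests.

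The methods were tested on simulated data made from the deposited counts with 200 changed transcripts. At a change of 1.5-fold, edgeR recovered 25.4% of transcripts between D3M and ND and 39.4% between D3M and D1M rats in ileum, and 36.4% between D3M and ND rats in colon. Library totals and the error they leave are given with the description of the libraries. The median biological coefficient of variation was 0.186 in ileum and 0.192 in colon, so that the spread between rats rather than counting error set the precision of well-expressed transcripts.

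Alternatives set in advance were RLE size factors and upper quartile scaling in place of TMM, no filter and a filter at 1 CPM in 6 libraries, DESeq2 1.42.0, voom with quality weights, the quasi-likelihood method of edgeR 4, fits without robust estimation, flow cell in 2 levels, no flow cell term, fits without flow cell 2, fits with only the 2 groups compared, the rat as replicate block, and each library left out in turn. Added after seeing the data were fits without the 2 libraries that hold RNA of the other tissue, fits with a B cell score as covariate and fits with counts thinned to the lowest total of the tissue. For each result, the libraries were regrouped 100 times, or 40 times for fits over both tissues, with the 2 libraries of a rat kept together for the tissue difference, and the fit was repeated. Figures were drawn with matplotlib 3.10.9 under Python 3.11. The 16S rRNA, histology and RT-PCR data of the paper are not among the deposited files used here and were not analysed here. The supplementary tables of correlations between transcripts and bacterial sequence variants were held only in part and were not tested.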

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

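Among the tests in this part, those for RNA of the other tissue and for the same rat's ileum as its source were chosen after the result was seen, as were the fits without the 2 mixed libraries and with a B cell score, and the fit with only the 2 groups compared was planned but taken up as an explanation only after its result was seen.

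2 ND libraries held transcripts of the other tissue. In the colon library of rat K4028, 61 transcripts restricted to ileum stood at a median of 37.6% of their ileal level (quartiles 32.7 and 47.7), and in the ileum library of rat K4040, 16 transcripts restricted to colon stood at 16.5% of their colonic level (14.4 and 23.1), while no other library exceeded 0.31%. In both libraries 100% of these transcripts stood above all other libraries of the tissue (*Slc15a1* at 557 CPM in K4028, *Car2* at 465 CPM in K4040), which is consistent with RNA of the other tissue in the library. RNA of the same rat's ileum library as the source in K4028 is argued against. B cell transcripts, abundant in that ileum library, reached a median of 0.0353 of the level expected over 14 transcripts. Another piece of that rat's ileum, with few B cells, is not covered by this test and stays open. An exchange of RNA between the 2 mixed libraries may have taken place. Each ranked 1 among the 18 libraries of the other tissue in the correlation with the foreign transcripts. Both were run on flow cell 3. The step at which an exchange happened was not tested, and no biological explanation was tested.

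Many ileal and few colonic transcripts differed between D3M and ND rats. Lymphoid tissue in some libraries is argued against as the cause, since 1742 ileal and 2 colonic transcripts passed with a B cell score as covariate, and so is the mixed colon library, since 4 colonic transcripts passed without K4028. Uneven flow cells stay open, because without flow cell 2 the ileal count fell to 561 and the colonic count to 0, but with 2 D3M colon libraries left the log2 fold changes of *Col1a1* and *Col3a1* were -0.93 and -0.99 against -1.00 and -0.96 with all, and the ileal count stayed above the colonic one. The spread among the libraries of the third group stays open too. With only the D3M and ND libraries in the model, 185 ileal and 315 colonic transcripts passed. Ileal flow cell 2 then held 3 ND and 0 D3M libraries, and colonic flow cell 1 held 2 and 0. With flow cell as a term, those libraries no longer inform the difference between the groups, so this fit cannot show the cause. The age of the rats and the tissue itself stay open as biological explanations and were not tested.

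In ileum of D3M relative to ND rats, 42 of 73 absorption transcripts were higher, 1 was lower and 30 did not pass. Their lists were not called with an estimated correlation, a setting that also left the identity lists uncalled between ileum and colon. Lymphoid tissue is argued against as the cause, since 43 of 43 calls of the absorption lists passed in the same direction with a B cell score as covariate. The mixed ND library is argued against too, since without the 2 mixed libraries the medians of the sugar, amino acid and lipid lists were 0.59, 0.78 and 0.56 against 0.57, 0.67 and 0.55 with them, a lowest ratio of 1.0. A larger share of epithelium in the D3M samples could account for part of the rise: 23 general epithelial transcripts had a median log2 fold change of 0.34 against 0.60 for 73 absorption transcripts, a ratio of 0.568 on a list written after related medians had been seen, between the bounds set for and against this explanation (permutation test of list membership, p = 0.0287). The food intake of diabetic rats was not tested and stays open, and so does age for the comparison with ND rats, while between D3M and D1M rats, of nearly the same age, the medians were 0.44, 0.49 and 0.32 with 9 of 19, 8 of 24 and 8 of 30 higher, on lists not called with an estimated correlation and in a comparison left with 6 calls without D1M rat K3989.

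The difference between ileum and colon in D3M vs ND passed its own test for 214 transcripts, with *Fabp4* at -2.70 and *Samd8* at 1.03. The ileal change of *Fabp4* was -1.59 without the mixed library K4040 and no longer passed (FDR 0.0894). Regroupings of whole rats, each with its ileum and colon library, gave at most 84, and 1 of 40 groupings reached the real value, so chance can be excluded for this count in the model without the rat. With the rat as replicate block it was 0, and without the 2 mixed libraries 37.

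Of 43 gene lists, some on topics that the paper also treats, 19 passed camera in ileum D3M vs ND, 13 in D1M vs ND and 23 in D3M vs D1M. In colon 15, 18 and 7 passed. With an estimated correlation 0 passed in each, but that setting also left the ileal identity list uncalled between ileum and colon (adjusted p = 0.463). In ileum D3M vs ND the median log2 fold change was -0.86 for tuft cells, -0.50 for the cell cycle and 1.05 for interferon-stimulated genes, of which 35 of 38 were above 0. As many lists passed in 26, 67 and 8 of 100 groupings of the ileum libraries (highest other 26, 28 and 27) and in 43, 33 and 82 of 100 of the colon libraries (highest other 24, 23 and 18), so chance cannot be excluded for the number of lists in any comparison.

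Some libraries or rats stood apart from the 5 others of their group, which chance gives in about 1 of 20 groups and which was seen in 14 of 123 groups tested. D1M rat K3978 was the oldest of its group at 172 days. In ileum, K3980 had the highest *Slc5a4* (9.30 CPM), *Fabp4* (50.6 CPM) and *Sptlc3* (0.533 CPM) and P780 the highest *Slc7a15* (277.8 CPM) among D3M rats. *Apoa1* was highest in K4037 among ND (10858 CPM) and in K3986 among D1M rats (17552 CPM), *Cyp4b1* in D1M rat K3988 (556 CPM), *Plb1* in D1M rat K3989 (86.5 CPM) and *Ugt2a1* in ND rat K4040 (19.2 CPM). In colon, D1M rat K3988 had the lowest *Col3a1* of its group (335.6 CPM), and D1M rat K3989 the highest level of ileal transcripts of its group, at 0.239% of the ileal level.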

How the results depend on the processing

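Fits without the 2 mixed libraries, with a B cell score as covariate and with thinned counts were chosen after seeing the data. Of 197 calls of named transcripts, 196 passed in the same direction with RLE size factors and with edgeR 4, 195 without robust estimation, 194 with voom, 193 with DESeq2, 191 with the B cell score, 178 with upper quartile scaling, 171 without a flow cell term, 168 without the 2 mixed libraries, 163 without a filter and with flow cell in 2 levels, 114 without flow cell 2 and 96 with only the 2 groups compared. With the strict filter 196 of 196 passed and with thinned counts 188 of 196. When each library was left out in turn, 2663 of 3546 calls passed. None of these calls of named transcripts changed direction in any of these fits. Depth limits transcripts under about 1 CPM, such as *Sptlc3*. The rat as replicate block left 9782 of the transcripts that differ between the tissues, took the tissue difference in D3M vs ND to 0 and ended no other call. Fewer libraries in a fit leave fewer degrees of freedom, and for all other values below the cause was not tested.

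Gene lists past the threshold numbered 0 with an estimated correlation in each of the 6 comparisons, and with fry 11, 0 and 11 in ileum (D3M vs ND, D1M vs ND, D3M vs D1M) and 1, 0 and 0 in colon. Transcripts called in ileum without a filter numbered 189 in D3M vs D1M, 174 in both D3M comparisons and 15 in D3M vs D1M alone, and 133 for the tissue difference in D3M vs ND. The strict filter gave 44 in D3M vs D1M alone. DESeq2 gave 44 in D1M vs ND, 989 in D3M vs D1M, 829 in both, 160 in D3M vs D1M alone and 1433 between flow cells in ileum. In colon it gave 72, 11 and 1 (D3M vs ND, D1M vs ND, D3M vs D1M), 421, 16 and 31 at FDR < 0.2, and 2415 between flow cells. For the tissue difference it gave 514 in D3M vs ND and 19 in D3M vs D1M. Voom gave 1, 787, 610, 177 and 1496 for the same ileal results, and in colon 8 in D3M vs ND, 906, 43 and 1 at FDR < 0.2 and 2974 between flow cells.

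With flow cell in 2 levels, 188 were called in ileal D3M vs D1M, 7 in D3M vs D1M alone, 0 in colonic D3M vs ND and 37 there at FDR < 0.2. Without a flow cell term, 3007 were called in ileal D3M vs ND and 7 in D3M vs D1M alone, and in colon 0 in D3M vs ND, 41 there at FDR < 0.2 and 1 in D3M vs D1M at FDR < 0.2. Without flow cell 2, the ileal counts were 561, 0 and 130, 110 in both, the colonic counts 0 at FDR < 0.05 and 0 at FDR < 0.2, and the tissue difference 7 in D3M vs ND and 1 in D3M vs D1M. Lists reversed there in colon D3M vs ND were absorptive enterocytes (-0.51), smooth muscle (-0.65) and B cells (1.18). In D1M vs ND they were cholesterol synthesis (-0.10), junctions (-0.10), T cells (0.15), B cells (2.11) and MHC class II (0.24), and in D3M vs D1M smooth muscle (-0.69). Electrolyte transport in D1M vs ND kept a positive median (0.0255, against 0.18 with all libraries), and only camera's direction turned. With only the 2 groups compared, 185 were called in ileal D3M vs ND, 86 in both and 240 in D3M vs D1M alone, and in colonic D3M vs ND 315, or 1979 at FDR < 0.2. Without the 2 mixed libraries, 1024 were called in ileal D3M vs ND and 1 in D1M vs ND, 4 in colonic D3M vs ND (4 at FDR < 0.2), 1 in colonic D3M vs D1M at FDR < 0.2, and 37 for the tissue difference. Lists reversed there in colon were ileal identity (0.42) in D3M vs ND and amino acids (0.0581), lipids (0.0814), absorptive enterocytes (0.17) and ileal identity (0.15) in D1M vs ND. With the B cell score, 49 were called in ileal D3M vs D1M alone and 179 in colonic D3M vs ND at FDR < 0.2. Thinned counts gave 45 in ileal D3M vs D1M alone and 86 for the tissue difference.

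With each library left out in turn, ileal calls ranged from 675 (without D1M rat K3986) to 2437 (ND rat K4048) in D3M vs ND, 1 to 3 in D1M vs ND, 6 (D1M rat K3989) to 761 (D3M rat K3959) in D3M vs D1M, 6 to 674 (the same 2 rats) in both, 0 (D1M rats K3978, K3988 or K3989) to 87 (D3M rat K3959) in D3M vs D1M alone and 307 (D1M rat K3989) to 809 between flow cells. Colonic calls ranged from 0 to 10 (without D1M rat K3989) in D3M vs ND, or 2 to 943 (the same rat) at FDR < 0.2, were 0 in D1M vs ND, and ranged from 0 to 2 in D3M vs D1M, at either threshold, and from 596 (D3M rat K3961) to 1714 between flow cells. The single call in ileal D1M vs ND was without ND rats K4028 or K4040 or D1M rat K3986.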

Differences from the paper's values

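For fasting glucose of D1M relative to ND rats, the exact permutation test of means gave p = 0.0303, where the paper's value from Dunn's test is 0.065. The means and SDs of both groups match the paper's. The alternative set before the data were examined, an exact permutation test of ranks, also differs from the paper's value (p = 0.0281). Neither permutation test gave a p above 0.05. Dunn's test itself was not run here, so whether the paper's value is reproduced was not tested.

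The paper's Table S2 states that its log fold changes are ratios of D3M to the other group. Of its 320 entries, 316 symbols matched a transcript tested here, and all 316 had the opposite sign here in both D3M vs ND and D3M vs D1M. With the table's signs turned round, the largest difference was 0.0083 log2 in D3M vs ND and 0.0069 in D3M vs D1M, and all 316 lay within 1 SE. Of these, 313 passed in D3M vs ND and 260 in D3M vs D1M. The signs of Tables 4 and 5 are the same as here.

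The paper's text offers downregulation of *Enpp7* as a way to growth of the mucosa. Here it was higher in D3M than in D1M ileum, with a log2 fold change of 2.53 (2.37 against 0.38 CPM), and *Sptlc3* was lower (-1.90). Fig. 4E plots values of about -2.5 for *Enpp7* and about 1.9 for *Sptlc3*, read by eye, which match the values here when read as D1M over D3M. Of 34 transcripts of that figure tested here, 23 passed in D3M vs D1M and 0 in D3M vs ND, and the highest FDR was 0.0592.

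The paper's text and Fig. 4E take *Slc7a15* as passing between D1M and D3M, where its FDR here was 0.0519. It passed with RLE size factors (FDR 0.0425), the strict filter (0.0401), DESeq2 (9.1e-04), voom (0.0164), edgeR 4 (0.0496) and without robust estimation (0.0434), without ND rats K4047 (0.0479) or K4048 (0.0495) and without D3M rats K3959 (0.0142) or P762 (0.0297). It also passed with the B cell score (0.0392) and with thinned counts (0.0454), 2 alternatives chosen after seeing the values, which ended 6 of 197 and 8 of 196 calls of named transcripts.

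The paper's text calls *Asz1* and *Slc30a10* between D1M and ND rats, where both also passed here. Fig. 4D, read by eye, draws the transcripts of that comparison within those of D1M and D3M and outside those of ND and D3M. Here both passed between D3M and ND rats, and neither between D3M and D1M rats, with log2 fold changes of 0.66 (FDR 0.23) and 0.35 (FDR 0.098). Between D3M and D1M rats *Slc30a10* did pass with DESeq2 (FDR 0.028), with voom (0.041) and without D3M rat P762 (0.037). The figure legends describe D1M rats as 2 weeks after the onset of diabetes, where the deposited records give 22 to 23 days.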

Other observations

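No test in this part was chosen after its result was seen, except that ND rat K4040 is singled out because of what its library held. Junction transcripts that the paper measured by RT-PCR in colon were not all alike in ileum. In ileum of D3M relative to ND rats, *Cldn3* (0.47, FDR 0.010) and *Cldn4* (0.92, FDR 0.0046) were higher, *Cldn5* (-0.97, FDR 0.020) and *Cldn8* (-2.67, FDR 0.0067) were lower, and *Cldn1* (-0.50), *Cldn12* (0.25), *Ocln* (0.24) and the cytokine *Il1a* (0.95) did not pass. Without ND rat K4040, the ileum library with colonic RNA, *Cldn8* stood at -1.75 (FDR 0.031). In colon none of these passed, with *Cldn3* at 0.32 (FDR 0.37) and *Ocln* at 0.11 (FDR 0.78).

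In the same comparison of ileum, 6 of 23 immediate early genes rose, including *Junb* (0.77) and *Zfp36* (0.84), and 0 fell (7 when adjusted over the list alone; camera adjusted p = 4.8e-04, adjusted p = 0.439 with an estimated correlation). Electrolyte transport had 5 higher and 1 lower of 30 (9 and 3 when adjusted over the list alone; camera adjusted p = 0.024, adjusted p = 0.568 with an estimated correlation), with *Gucy2c*, the guanylin receptor, at 0.68. Fatty acid oxidation had 2 higher and 8 lower of 36 and did not pass camera. Of 51 oxidative phosphorylation transcripts 1 was lower and passed.

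Rats were followed from ileum to colon through the deviation of each library from its group mean over 12408 transcripts. The correlation between the 2 tissues of a rat lay between -0.52 and 0.76, with a median of -0.03, and exceeded 0.1 in 6 of 18 rats. Pairs of different rats had a median of -0.015, and 3 ileum libraries were closest to the colon library of the same rat.

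Other groupings of the libraries, or of whole rats for the tissue difference, were fitted in the same way to ask how often they give as many transcripts. For ileal D3M vs ND, 1 of 100 groupings reached the real value of 1632 (highest other 135), for D3M vs D1M 1 of 100 reached 289 (highest other 256), for transcripts in both 1 of 100 reached 264 (highest other 51), and chance can be excluded for these 3 counts. For D1M vs ND 2 of 100 reached 2, and for D3M vs D1M alone 3 of 100 reached 25, so chance is unlikely by this share but not excluded. Other groupings gave up to 220 and 553 transcripts, which points to a structure among the ileum libraries that is not the groups. For colonic D3M vs ND, 2 of 100 reached 2 (highest other 3) and 5 of 100 reached 24 at FDR < 0.2 (highest other 1249). Another grouping exceeded the first count, so chance is unlikely for it but not excluded. For the second count chance cannot be excluded. For colonic D1M vs ND and D3M vs D1M, edgeR called 0 transcripts at either threshold (602 and 682 at an unadjusted p under 0.05; DESeq2 called 11 and 1 at FDR < 0.05), and all 100 groupings gave as many, up to 251 and 3 at FDR < 0.05 and up to 1141 and 69 at FDR < 0.2. The groupings with 1249, 1141 and 251 transcripts point to a structure among the colon libraries. For colon against ileum, 1 of 40 reached 10020 (highest other 2645), and for the tissue difference in D3M vs D1M, with 0 in edgeR (1138 at an unadjusted p under 0.05; 19 in DESeq2), all 40 gave as many (highest other 1). For flow cells, 2 of 100 reached 642 in ileum (highest other 807) and 1 of 100 reached 1527 in colon (highest other 267). Chance can be excluded for the colonic count, and is unlikely but not excluded for the ileal one.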
